# Normality sensing licenses local T cells for innate-like tissue surveillance

**DOI:** 10.1038/s41590-021-01124-8

**Published:** 2022-02-14

**Authors:** Duncan R. McKenzie, Rosie Hart, Nourdine Bah, Dmitry S. Ushakov, Miguel Muñoz-Ruiz, Regina Feederle, Adrian C. Hayday

**Keywords:** Immunological surveillance, Gammadelta T cells, Lymphocyte activation

## Abstract

The increasing implication of lymphocytes in general physiology and immune surveillance outside of infection poses the question of how their antigen receptors might be involved. Here, we show that macromolecular aggregates of intraepidermal γδ T cell antigen receptors (TCRs) in the mouse skin aligned with and depended on Skint1, a butyrophilin-like (BTNL) protein expressed by differentiated keratinocytes (KCs) at steady state. Interruption of TCR-mediated ‘normality sensing’ had no impact on γδ T cell numbers but altered their signature phenotype, while the epidermal barrier function was compromised. In addition to the regulation of steady-state physiology, normality sensing licensed intraepidermal T cells to respond rapidly to subsequent tissue perturbation by using innate tumor necrosis factor (TNF) superfamily receptors. Thus, interfering with Skint1-dependent interactions between local γδ T cells and KCs at steady state increased the susceptibility to ultraviolet B radiation (UVR)-induced DNA damage and inflammation, two cancer-disposing factors.

## Abstract (web summary)

Hayday and colleagues show that sustained Skint1-dependent interactions between murine intraepidermal γδ T cells and keratinocytes are required to maintain the homeostatic barrier function and phenotype of the intraepidermal γδ T cells, including their preparedness to respond appropriately to epidermal challenges.

## Main

The steady-state immune system was long thought to be resting, awakened only by infection. However, this perspective has been transformed by examples of immune responses to non-microbial challenges and evidence that the steady-state immune system helps maintain physiological processes from metabolism to memory and barrier integrity^1–4^. Many such interactions happen locally, involving immune cells permanently associated with non-lymphoid tissues^5–7^. While macrophages are well-established regulators of tissue status, an increasing implication of lymphocytes in this process raises the question of whether antigen receptors are used to sense tissue perturbation, akin to recognition of foreign antigens.

To address this, we have focused on intraepithelial lymphocytes (IELs), which compose one of the largest T cell compartments and are variably conserved in multiple tissues from agnathans to humans^8,9^. IELs are commonly implicated in tissue stress surveillance but with little mechanistic understanding^10–12^. IELs are disproportionately enriched in γδ T cells, which express site-specific TCRs, for example, V_γ_5V_δ_1 in mouse epidermis, V_γ_7V_δ_*n* in mouse intestine and V_γ_4V_δ_1 in human intestine^9,13–15^. Such selective repertoire focusing reflects the developmental dependence of IELs on cognate tissue-specific, epithelial-expressed BTNL heteromers. Thus, Skint1 and Skint2, two PD-L1-like members of the BTNL family, select murine V_γ_5V_δ_1^+^ IELs, Btnl1 and Btnl6 select murine V_γ_7^+^ intestinal IELs, and BTNL3 and BTNL8 selectively regulate human colonic V_γ_4^+^ IELs^15–19^. Indeed, BTNL3 is a bona fide TCRγδ ligand^20,21^.

Whereas Skint1 and Skint2 mediate V_γ_5V_δ_1^+^ precursor development in the thymus, they are also expressed by suprabasal KCs, among which mature V_γ_5V_δ_1^+^ IELs permanently reside^17^. How they might continue to influence mature IEL function is unknown. In that regard, focal clusters of V_γ_5V_δ_1^+^ TCRs constitutively engage KCs at steady state and may engage in signaling^22^, but neither the epithelial determinant(s) nor the biological implications of these engagements is understood.

Here, we focused on V_γ_5V_δ_1^+^ IELs, also termed dendritic epidermal T cells (DETCs), to investigate how tissue T cells might use TCRs to distinguish normal self from stressed self. We show that constitutive DETC TCR-containing foci^22^ align with and depend upon sustained epithelial expression of Skint1. Although these interactions did not maintain DETC numbers, they preserved DETC and KC gene expression patterns and maintained steady-state epithelial barrier function. Additionally, these interactions licensed DETCs to utilize costimulatory receptors to make rapid responses to UVR and chemical irritation. Thus, interruption of steady-state, TCR-mediated DETC–KC interactions increased epidermal susceptibility to sustained DNA damage and inflammation, two factors that jointly dispose to cancer^23^. As Skint1-dependent DETC–KC interactions occur at steady state, this mode of tissue immunosurveillance can be viewed as ‘normality sensing’. This offers a revised perspective of tissue immunosurveillance and of antigen receptor biology, which conventionally focuses on the recognition of molecules induced by change.

## Results

### DETCs sense steady-state KCs via Skint1

At steady state, V_γ_5V_δ_1^+^ TCRs focus at apical dendrite tips in supramolecular clusters that contact neighboring suprabasal KCs, seemingly inducing constitutive TCR signaling^22^. TCRs within these clusters colocalized with actin (Fig. 1a), as reported^22^, and most DETCs in FVB mice displayed one to four clusters (Fig. 1a). For clarity, we displayed F-actin staining masked by DETC bodies, although examination of raw staining confirmed these observations (Extended Data Fig. 1a). We next examined FVB.Tac mice, which express a truncated non-functional *Skint1*, and *Trgv5*^–/–^*Trdv4*^–/–^ mice. These two strains lack canonical V_γ_5V_δ_1^+^ DETCs^12,16^. Relative to wild-type mice, both strains showed increased frequencies of DETCs that lacked TCR–actin colocalization (Fig. 1a and Extended Data Fig. 1a). Transgenic expression of wild-type *Skint1* in FVB.Tac mice returned TCR–actin colocalization to wild-type levels (Fig. 1a). Because DETCs in FVB.Tac and *Trgv5*^–/–^*Trdv4*^–/–^ mice use non-V_γ_5V_δ_1^+^ TCRs, these results confirm reports that juxtaepithelial TCR foci require the V_γ_5V_δ_1 TCR^22^.

**Fig. 1:**
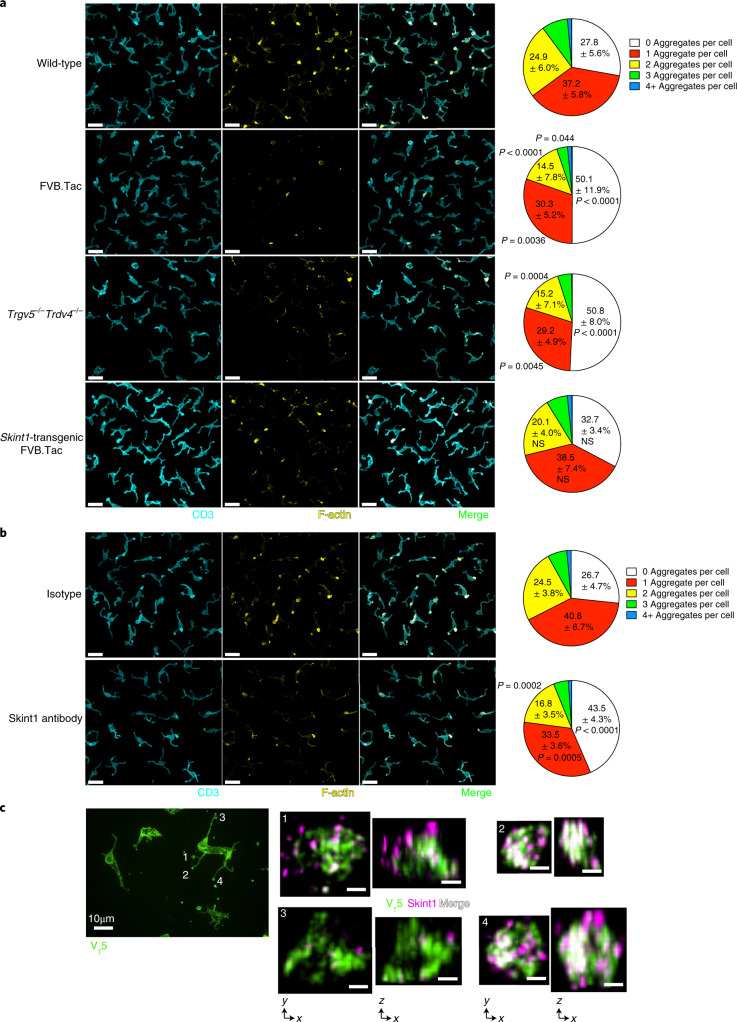
Steady-state DETC–KC interactions depend on the V_γ_5V_δ_1 TCR and Skint1. **a**,**b**, Confocal microscopy of CD3^+^ DETCs (cyan) and F-actin within a CD3 mask (yellow) in epidermal sheets. The frequency distribution of the number of interacting dendrites (CD3- and F-actin-rich aggregates) per cell is shown, using mean values per mouse. Interacting dendrites from wild-type FVB (*n* = 16), FVB.Tac (*n* = 12), *Trgv5*^–/–^*Trdv4*^–/–^ (*n* = 7) and *Skint1*-transgenic FVB.Tac mice (*n* = 12) are shown in **a**; scale bar, 20 μm. Interacting dendrites from wild-type FVB mice administered Skint1 antibody (*n* = 10) or isotype control (*n* = 9) by intradermal (i.d.) injection 6 h before are shown in **b**; scale bar, 20 μm. **c**, Instant structured illumination microscopy (iSIM) of whole-mount epidermal sheets from unchallenged wild-type FVB mice. Left, V_γ_5 TCR (green) staining; scale bar, 10 μm. Right, top–down and lateral views of three-dimensional (3D) reconstructions of typical V_γ_5 TCR (green) and Skint1 (magenta) staining in selected dendrite tips from the left-hand image; scale bar, 1 μm. Representative images and pooled data are from eight (**a**) or three (**b** and **c**) independent experiments. A matched two-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test relative to wild-type (**a**) or a Sidak’s multiple comparisons test (**b**) was used to analyze the data. Values in pie charts represent mean ± s.d.; NS, not significant. Source data

To identify the epithelial determinant of V_γ_5V_δ_1-dependent KC–DETC interactions, we focused on Skint1, given its critical and selective contribution to fetal thymic V_γ_5V_δ_1^+^ DETC development and its expression by differentiated suprabasal KCs^17,24^. To limit *Skint1* deficiency to the epidermis, we adoptively transferred wild-type embryonic day 16 (E16)–E18 fetal thymocytes, which include Skint1-selected CD45RB^hi^ DETC progenitors^16^, into neonatal *Tcrd*^*–/–*^ or FVB.Tac *Tcrd*^–/–^ mice. Epidermal V_γ_5^+^ DETCs formed in both hosts (Extended Data Fig. 1b), suggesting that epidermal Skint1 was not strictly necessary for the epidermal seeding of DETCs. While DETCs in *Tcrd*^*–/–*^ hosts displayed bright colocalized TCR–actin foci resembling wild-type mice, markedly fewer foci were detected in DETCs in FVB.Tac *Tcrd*^*–/–*^ mice (Extended Data Fig. 1b), strongly suggesting that Skint1 was required to establish and/or maintain juxtaepithelial TCR focusing.

To investigate whether Skint1 protein acutely maintained TCR–KC interactions, we performed an i.d. administration of 2G2, a monoclonal antibody specific for Skint1 (ref. ^19^), to wild-type FVB mice. Within 6 h after injection, the frequency of TCR–actin foci was significantly reduced compared to mice administered an isotype control antibody (Fig. 1b). A similar impact was seen in C57BL/6 wild-type mice (Extended Data Fig. 1c). We next applied iSIM to steady-state epidermal sheets from wild-type mice using Skint1 antibody staining. Despite *Skint1* expression being restricted to KCs^17^, we only detected Skint1 protein in clusters nucleated by the TCR (Fig. 1c and Extended Data Fig. 1d). Compared to wild-type mice, TCR-proximal Skint1 antibody staining was significantly reduced in FVB.Tac and *Tcrd*^*–/–*^ mice (Extended Data Fig. 1e). While truncated Skint1 in FVB.Tac mice could affect antibody staining, *Tcrd*^*–/–*^ mice expressed *Skint1* mRNA at relatively normal levels in the epidermis (Extended Data Fig. 1f), indicating that wild-type Skint1 protein was not nucleated by TCRαβ^+^ cells in the *Tcrd*^*–/–*^ epidermis^25^. Thus, Skint1 maintained steady-state TCR-mediated interactions of DETCs with KCs, which in turn shaped the epidermal localization of Skint1.

### Skint1 promotes DETC maintenance of epidermal integrity

To analyze the impact of sustained Skint1 disruption in situ, we performed an i.d. injection of Skint1 antibody or isotype control weekly into the ears of FVB mice for 10 weeks. At this time point, mice displayed comparable numbers and frequencies of V_γ_5V_δ_1^+^ DETCs and major histocompatibility complex class II^+^ (MHCII^+^) Langerhans cells (LCs) (Fig. 2a and Extended Data Fig. 2a–c), indicating that long-term DETC population maintenance was Skint1 independent. However, relative to isotype-treated or contralateral ears, Skint1 antibody-treated ears became moderately inflamed (Fig. 2b,c), and CD5^+^ αβ T cells infiltrated the epidermis (Fig. 2d). Similar increased ear thickness, albeit milder, was observed in control-treated *Tcrd*^–/–^ mice (Extended Data Fig. 2d), as previously reported^26^. Sustained Skint1 antibody treatment did not further increase ear thickness in *Tcrd*^–/–^ mice (Extended Data Fig. 2d,e), indicating that Skint1 antibody treatment primarily interfered with the Skint1–TCRγδ interaction.

**Fig. 2:**
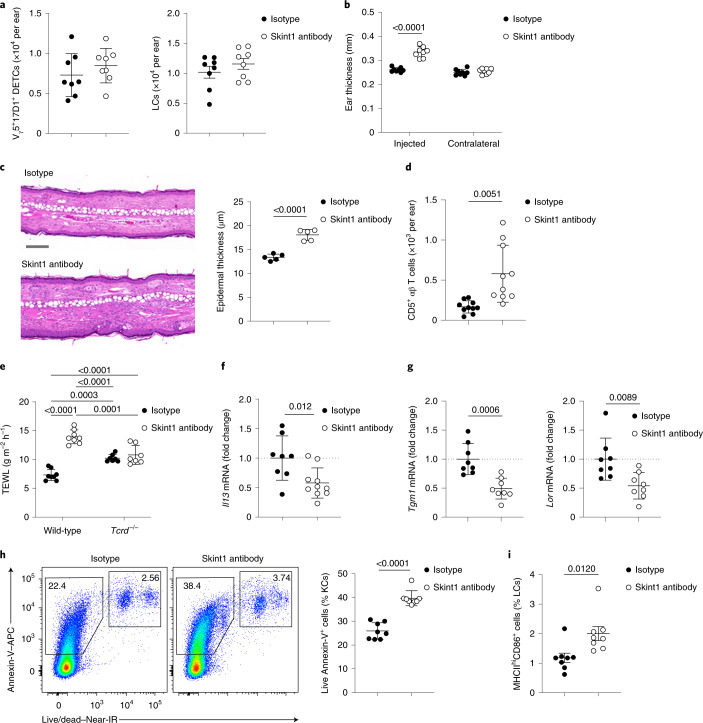
Skint1 underpins maintenance of epidermal integrity by DETCs. **a**, Flow cytometric quantification of V_γ_5V_δ_1^+^ DETCs and LCs in wild-type FVB mice administered Skint1 antibody or isotype control by i.d. injection into the ear weekly for 10 weeks (*n* = 8 per group). **b**, Total ear thickness at 10 weeks (*n* = 8 per group) in mice treated as in **a**. **c**, Hematoxylin and eosin (H&E) sections of injected ear skin and quantification of epidermal thickness at 5 weeks in mice treated as in **a** (*n* = 5 per group); scale bar, 100 μm. **d**, Flow cytometric quantification of epidermal CD3^+^CD5^+^TCRβ^+^ T cells in mice treated as in **a** (*n* = 10 per group). **e**, Transepidermal water loss from ear skin in wild-type (*n* = 8 per group) and *Tcrd*^–/–^ mice (*n* = 7 per group) administered Skint1 antibody or isotype control by i.d. injection into the ear weekly for 5 weeks. **f**, Quantitative PCR (qPCR) of *Il13* expression in the epidermis of wild-type mice treated as in **e** (*n* = 8 isotype control; *n* = 10 Skint1 antibody). **g**, qPCR of KC gene expression in the epidermis of mice treated as in **a** (*n* = 8 per group). **h**, Flow cytometric analysis of viability and apoptosis of CD45^–^ KCs in mice treated as in **a** (*n* = 8 per group); IR, infrared. **i**, Flow cytometry of activated LC frequency in mice treated as in **a** (*n* = 8 per group). Data are representative of (**a**–**c**, **h** and **i**) or are pooled from (**d**–**g**) at least two independent experiments per time point. A paired two-way ANOVA with Sidak’s multiple comparisons test (**b**), an unpaired two-sided *t*-test (**c**, **f**–**i**), an unpaired two-sided *t*-test with Welch’s correction (**d**) or an ordinary two-way ANOVA with Tukey’s multiple comparisons test (**e**) was used to analyze the data. Error bars represent mean ± s.d. Source data

We additionally observed increased transepidermal water loss (TEWL) at week 5 of Skint1 antibody treatment relative to isotype treatment (Fig. 2e) or contralateral ears (Extended Data Fig. 2f). Increased baseline TEWL measurements were also detected in isotype-treated *Tcrd*^–/–^ mice, as reported in ref. ^4^, and those were also unaffected by Skint1 antibody treatment (Fig. 2e). C57BL/6 mice lacking *Skint1* or all *Skint* genes also had elevated baseline TEWL compared to littermate controls (Extended Data Fig. 2g). Compared to isotype-treated mice, Skint1 antibody-treated mice consistently displayed decreased epidermal expression of the DETC-derived barrier maintenance cytokine *Il13* (ref. ^27^) and of KC genes involved in epidermal barrier formation (*Tgm1* and *Lor*; Fig. 2f,g), as did baseline *Tcrd*^–/–^ mice relative to wild-type controls (Extended Data Fig. 2h,i). KCs also displayed increased apoptosis following Skint1 antibody treatment (Fig. 2h). While keratin gene expression was unchanged, indicating normal KC differentiation, epidermal *Skint1* and *Skint2* expression was upregulated following Skint1 antibody treatment (Extended Data Fig. 2j), perhaps reflecting a compensatory response to Skint1–TCR disruption. Although LC abundance was unchanged (Fig. 2a and Extended Data Fig. 2a,c), Skint1 antibody treatment marginally increased the frequency of activated MHCII^hi^CD86^+^ LCs (Fig. 2i), perhaps reflecting ongoing epidermal inflammation. Most DETCs contact LCs at steady state, and LCs may also contribute to epidermal integrity^28,29^. However, we did not observe differences in baseline TEWL or barrier gene expression in LC-deficient human Langerin (huLangerin)-DTA mice relative to wild-type mice (Extended Data Fig. 2k,l). Thus, the functional contributions of DETCs to effective epidermal integrity were compromised by Skint1 blockade and were LC independent.

### Skint1 sensing maintains DETC immunosurveillance signatures

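The single-cell data on epidermal lymphocytes came from 2 libraries of FVB mice, 1 from mice given isotype control and 1 from mice given Skint1 antibody, both taken 7 d after intradermal injection of 10 μg antibody. The antibody blocks Skint1, a protein that takes part in selecting DETC precursors in the thymus and that suprabasal keratinocytes of the epidermis also express. The authors counted unique molecular identifiers (UMIs, which mark single mRNA molecules) per gene and barcode with CellRanger 3.0.2 against the 10x mm10 index 3.0.0, and the counts are raw, with every barcode kept. Each library holds 6794880 barcodes and 31053 genes, with 27272211 UMIs in the isotype library and 32450957 in the Skint1 antibody library. Barcodes with 500 to 2500 genes and at most 12% mitochondrial UMIs were kept as cells, the limits given in the paper's methods. In the isotype library, 4896 barcodes had at least 500 genes, of which 469 had more than 2500 genes and 185 others were over the mitochondrial limit. This left 4242 cells with a median of 4047 UMIs and 1605 genes. In the Skint1 antibody library, 6594 barcodes reached 500 genes, 464 had more than 2500 and 169 others were over the mitochondrial limit, which left 5961 cells with a median of 3604 UMIs and 1472 genes. Setting the mitochondrial limit at 5% instead moved these numbers most and kept 1513 and 1784 cells. UMIs were summed over the cells of a group and library and given as counts per 1000000 UMIs of that group (CPM). Ratios are log2 ratios of CPM without a pseudocount. Values in parentheses after a level, a ratio or a share are its 95% interval, which is exact Poisson for a level, exact conditional binomial for a ratio and exact Clopper-Pearson for a share of cells. These intervals cover counting error only. Each treatment has 1 library and cells are not replicates, so no test between treatments was made, and treatment and library cannot be told apart. Gene positions are those of GENCODE vM21 on GRCm38, the assembly that mm10 denotes.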

To investigate whether the contribution of Skint1 to skin physiology reflected downstream consequences of a primary impact on DETCs, we conducted single-cell RNA sequencing of CD45^+^MHCII^−^EpCAM^–^ epidermal lymphocytes from wild-type FVB mice 7 d after Skint1 antibody or isotype treatment. Non-DETC populations, including αβ T cells and contaminating dermal γδ T cells, were excluded. 

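Clustering of all cells of both integrated libraries gave 16 clusters, each named from fixed marker genes. Of these, 10 scored highest for the DETC markers of the paper's methods (Ptprc, Cd3d, Cd3e, Trdc, Tcrg-V5 and Trdv4) and were kept as DETC-like. They held 3753 cells, or 88.5% (87.5 to 89.4), of the isotype library and 5365 cells, or 90.0% (89.2 to 90.8), of the Skint1 antibody library. The cells left out were 227 and 322 NK and innate lymphoid-like cells, 186 and 188 αβ T-like cells, 40 and 29 dermal γδ T-like cells, and 10 and 28 keratinocyte-like cells, with the isotype library given first. A further cluster of 26 and 29 cells carried both neutrophil and Langerhans or myeloid markers and was left out without a name. Trdc, the constant gene of the δ chain, was at 4654 CPM in DETC-like cells and 421 CPM in αβ T-like cells of the isotype library, and at 3805 and 334 CPM in the Skint1 antibody library. Trdv4 was at 986 CPM in DETC-like and 99.6 CPM in αβ T-like cells of the isotype library, and at 795 and 70.0 CPM in the Skint1 antibody library. Tcrg-V5 was low throughout, at 58.6 and 62.5 CPM in DETC-like cells against 1.44 and 4.67 CPM in αβ T-like cells.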

Four DETC clusters (cluster 0–cluster 3) were identified by uniform manifold projection (UMAP) of the integrated dataset (Fig. 3a), indicating that DETCs were heterogeneous, despite their near uniform anatomical localization and TCR expression. 

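DETC-like cells were integrated and clustered again with the settings of the paper's methods. To make cluster sizes more comparable between treatments, 325 genes were left out of the clustering. These were the 306 genes that Fig. 3h sets out as different between treatments and 29 genes reported per cluster, 10 of them in both lists. Clusters were named from other genes that the paper's source data list for each cluster, and are written as cluster 0-like, cluster 1-like and cluster 2-like. Cluster 0-like cells were 49.0% (47.4 to 50.6) of DETCs in the isotype library and 46.7% (45.4 to 48.1) in the Skint1 antibody library, a difference of -2.25 points (-4.34 to -0.17, Newcombe's interval) that ranged among alternatives from -10.6 at resolution 0.6 to -0.933 with 15 principal components. Cluster 1-like cells were 36.9% (35.3 to 38.4) and 47.6% (46.3 to 49.0), a difference of 10.8 points (8.72 to 12.8). Cluster 2-like cells were 5.86% (5.13 to 6.66) and 5.42% (4.83 to 6.06), and their difference of -0.438 points (-1.42 to 0.515) was within counting error, whereas with no upper limit on genes they were 10.9% and 8.86%, a difference of -2.03 points (-3.25 to -0.831). A further cluster, with heat shock genes among its leading genes, held 310 cells of the isotype library and 10 of the Skint1 antibody library, 8.26% and 0.186% of DETCs. Genes that differ between the libraries may thus still have shaped the clusters, which limits the comparison of sizes. This further cluster depended on the clustering, as no such cluster was split off at resolution 0.2, where the cluster 0-like difference was -9.99 points, and in the first clustering of all cells a DETC-like cluster led by heat shock genes held 343 and 194 cells. Nor did one appear with all genes at a log2 ratio of at least 0.5 in size between the libraries left out too. The cluster 0-like and cluster 1-like differences were then -6.61 and 7.27 points. No cluster 3-like cluster appeared at resolution 0.28, nor at 0.4, 0.6, 0.8 or 1.0. With every variable gene in use, as in the paper's recipe, resolution 0.28 gave 4 clusters, of which the cluster 3-like one held 94 cells, or 2.51% (2.03 to 3.06), of the isotype library and 70, or 1.31% (1.02 to 1.65), of the Skint1 antibody library. The genes that differ between treatments helped to build that cluster, so its sizes are given but not read as a change in the share of cells. With only the 29 reported genes left out, a setting chosen after seeing the data, a cluster 3-like cluster of 19 and 4 cells appeared at resolution 1.0 and none at 0.28. The cluster 1-like shares moved most among alternatives, to 20.4% in the isotype library and 25.3% in the Skint1 antibody library under the recipe at resolution 0.4, also chosen after seeing the data. Resolutions 0.8 and 1.0 had been set in advance as steps in the search for a cluster 3-like cluster. They were counted as alternatives for the shares only after seeing the data. At these resolutions the difference in cluster 1-like cells was 0.218 points (-1.69 to 2.11) and 0.777 points (-1.12 to 2.66), within counting error. Unnamed clusters held 16.5% of isotype and 18.5% of Skint1 antibody DETCs at 0.8, and 17.1% and 19.5% at 1.0. Under the recipe at 0.4 they held 20.2% and 20.9%. The cluster 1-like shares at these settings leave out such cells without a name.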

Cluster 3 appeared segregated in two dimensions (Fig. 3a), an artifact of dimensionality reduction that could not be resolved by adjusting algorithm parameters.

**Fig. 3:**
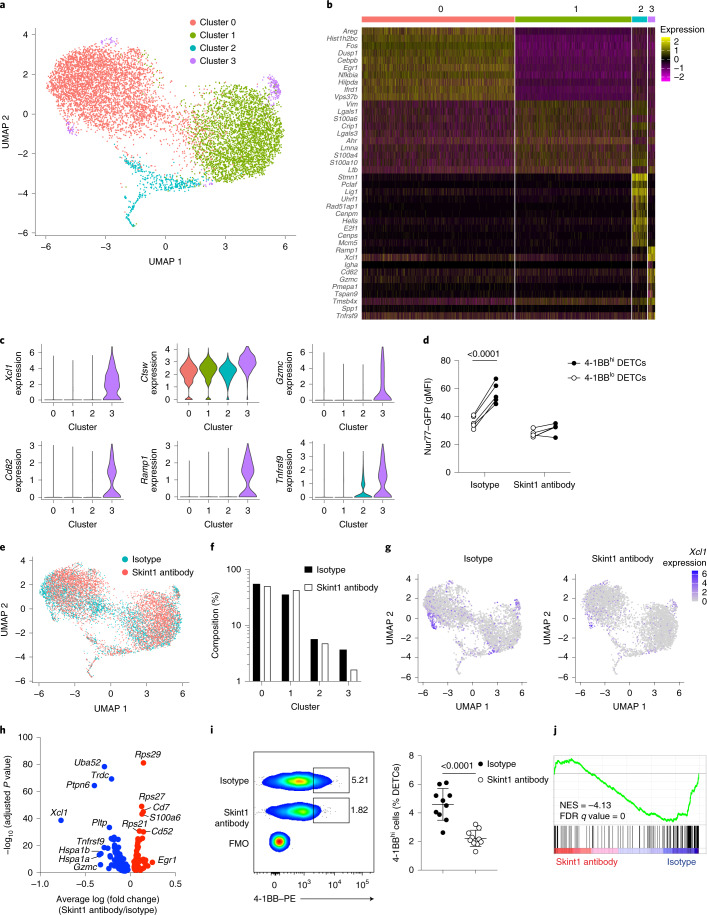
Peripheral Skint1 sustains steady-state DETC signatures of immunosurveillance. **a**, UMAP of the combined single-cell RNA-sequencing dataset of DETCs from wild-type FVB mice administered Skint1 antibody or isotype control by i.d. injection 1 week before (*n* = 1 per group). **b**, Top 10 most significantly enriched genes per cluster in DETCs from the combined dataset, as in **a**. **c**, Expression of key cluster 3 marker genes in the combined dataset, as in **a**. **d**, Flow cytometry expression of green fluorescent protein (GFP) in DETCs segregated by 4-1BB expression from Nur77–GFP mice treated 2 d prior with Skint1 antibody or isotype control by i.d. injection (*n* = 5 per group); gMFI, geometric mean fluorescence intensity. **e**, UMAP of DETCs comparing treatments, as in **a**. **f**, Contribution of DETCs from Skint1 antibody- and isotype-treated samples to cluster composition, as in **a**. **g**, Expression of *Xcl1* in DETCs, comparing Skint1 antibody and isotype treatments, as in **a**. **h**, Differential gene expression in combined DETC clusters comparing Skint1 antibody and isotype treatments, as in **a**; FMO, fluorescence minus one **i**, Frequency of 4-1BB^hi^ DETCs by flow cytometry in wild-type FVB mice treated with Skint1 antibody or isotype control by i.d. injection 1 week prior (*n* = 10 per group). **j**, Gene set enrichment analysis (GSEA) of combined DETC clusters comparing Skint1 antibody and isotype treatments, as in **a**, using a Skint1 selection gene signature from DETC precursors isolated from wild-type or FVB.Tac embryonic thymi; NES, normalized enrichment score; FDR, false discovery rate. Data are representative of three independent experiments (**d**) or are pooled from two independent experiments (**i**). A Wilcoxon test with Bonferroni’s correction (**b** and **h**), paired one-way ANOVA with Sidak’s multiple comparisons test (**d**) or unpaired two-sided *t*-test (**i**) was used to analyze the data. Error bars represent mean ± s.d. Source data

Cluster 0 was enriched in transcripts related to AP1-mediated cell regulation (*Fos*, *Junb* and *Jund*) and the epithelia-tropic cytokines *Areg* (amphiregulin) and *Il13* (Fig. 3b and Extended Data Fig. 3a–c), implying a potential to regulate KCs and other immunocytes^27,30–32^. 

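Fos (ENSMUSG00000021250), on chromosome 12 from 85473890 to 85477273, was at 6030.0 CPM (5975 to 6086) in cluster 0-like DETCs of the isotype library and at 951 CPM (925 to 978) in cluster 1-like DETCs. This is a log2 ratio of 2.66 (2.62 to 2.71), and the ratio in the Skint1 antibody library was 2.32 (2.30 to 2.35). For Junb the ratio was 1.78 (1.72 to 1.84) in the isotype library and 1.48 (1.44 to 1.52) in the Skint1 antibody library, and for Jund it was 1.13 (1.09 to 1.18) and 1.10 (1.07 to 1.14). Areg (ENSMUSG00000029378), on chromosome 5 from 91139599 to 91148432, was at 1036 CPM in cluster 0-like and 58.9 CPM in cluster 1-like DETCs of the isotype library, a ratio of 4.14 (3.97 to 4.31), against 4.10 (3.98 to 4.22) in the Skint1 antibody library. The ratio of Il13 was 2.29 (2.12 to 2.46) and 2.13 (2.02 to 2.25). None of these genes took part in building or naming the clusters, although cluster 0-like was named from other immediate early genes (Fosb, Jun and Nr4a1 among them). All 5 genes kept their direction under every alternative, and the ratio that moved most was that of Areg in the Skint1 antibody library, to 6.65 with every variable gene in use and resolution 0.4.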

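Levels of Egr1, Tnfrsf9, Xcl1 and Gzmc, genes linked to T cell activation, were compared between the 2 largest clusters, and they do not stand for the gene sets of the paper. The median gene at 50 CPM or more had a log2 ratio of cluster 0-like over cluster 1-like DETCs of -0.16 in the isotype library and -0.16 in the Skint1 antibody library, so that a gene with no change of its own lies slightly below 0. Egr1 was at 75.0 CPM in cluster 1-like and 489.6 CPM in cluster 0-like DETCs of the isotype library, a ratio of 2.71 (2.56 to 2.86), and the ratio was 2.74 (2.64 to 2.84) in the Skint1 antibody library. The ratio of Tnfrsf9 was 0.29 (0.14 to 0.44) and 0.33 (0.17 to 0.50). Xcl1 was also lower in cluster 1-like DETCs, with ratios of 0.40 (0.31 to 0.50) in the isotype library and 1.495 (1.34 to 1.65) in the Skint1 antibody library. Gzmc went both ways, with a ratio of -0.35 (-0.45 to -0.25) in the isotype library, where cluster 1-like DETCs had more, and 1.83 (1.70 to 1.96) in the Skint1 antibody library. Few cells carry these ratios, as the 10 DETCs with most Gzmc UMIs held 42.4% and 66.0% of them. With each cell thinned at random to 2000 UMIs, cluster 0-like cells with a Gzmc UMI were 7.39% and 5.83%. In cluster 1-like DETCs they were 6.54% and 2.44%, so by share of cells the isotype library showed no excess in cluster 1-like. Of the other genes that the paper names for cluster 3, Il13 was higher in cluster 0-like DETCs, with ratios of 2.29 (2.12 to 2.46) and 2.13 (2.02 to 2.25), whereas some had more in cluster 1-like DETCs, with ratios of -2.09 (-2.62 to -1.59) and -1.07 (-1.59 to -0.56) for Ramp1, -0.39 (-0.44 to -0.34) and -0.40 (-0.44 to -0.35) for Ctsw, and for Cd82 -0.53 (-0.82 to -0.25) in the isotype library, whereas its -0.06 (-0.32 to 0.19) in the Skint1 antibody library was within counting error. Of the 367 genes of positive regulation of immune response in Extended Data Fig. 3e, 307 took no part in the clustering, and 235 of these in the isotype library and 234 in the Skint1 antibody library had at least 10 CPM. Their median log2 ratio of cluster 1-like over cluster 0-like was 0.24 and 0.18, at percentiles 93.2 and 47.2 of 10000 random lists matched on expression. The paper set this list against cluster 3, and the genes that vary most are left out of it here, so it does not test the gene sets reported for cluster 1.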

Relative to other clusters, cluster 1 appeared more quiescent, with reduced expression of gene sets associated with T cell activation, immune effector processes and regulation of cell adhesion and apoptosis (Extended Data Fig. 3b,c). Nonetheless, cluster 1 was enriched in transcripts encoding galectins, S100 proteins and the aryl hydrocarbon receptor (*Ahr*) (Fig. 3b), of which the latter is essential for DETC population self-renewal^33^. 

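Ahr (ENSMUSG00000019256), on chromosome 12 from 35497974 to 35535038, was at 295 CPM in cluster 1-like and 191 CPM in cluster 0-like DETCs of the isotype library, and its log2 ratio of cluster 0-like over cluster 1-like was -0.63 (-0.74 to -0.53). In the Skint1 antibody library the ratio was -0.65 (-0.74 to -0.56). The galectins moved the same way, with -0.39 (-0.43 to -0.34) and -0.55 (-0.59 to -0.52) for Lgals1 and -0.36 (-0.41 to -0.30) and -0.46 (-0.51 to -0.42) for Lgals3. Of the S100 genes, S100a10 had the largest ratios, -0.36 (-0.42 to -0.30) and -0.54 (-0.59 to -0.49), and S100a6 the smallest, -0.13 (-0.15 to -0.11) and -0.23 (-0.24 to -0.21). S100a11 and S100a4 lay between them, at -0.20 and -0.33 for S100a11 and at -0.15 and -0.25 for S100a4. No alternative clustering or cell filter changed these directions. Relative to the median gene of the same comparison, which is slightly higher in cluster 1-like DETCs, the ratio was -0.47 (-0.57 to -0.36) for Ahr and -0.22 (-0.27 to -0.18) for Lgals1 in the isotype library. On that scale, chosen after seeing the data, the isotype ratios of 2 S100 genes changed sign, to 0.017 (-0.0042 to 0.039) for S100a4 and 0.033 (0.014 to 0.053) for S100a6, and that of S100a11 was -0.033 (-0.072 to 0.0066), so a higher level in cluster 1-like DETCs was not detectable for these 3 genes. In the Skint1 antibody library all 4 S100 genes stayed below 0 on that scale. These ratios set cluster 1-like DETCs against cluster 0-like alone. In cluster 2-like over all other DETCs, ratios were above 0 for S100a10 (0.68 and 0.74), S100a11 (0.36 and 0.49) and Lgals1 (0.41 and 0.50). The same held for S100a4 (0.21 and 0.30) and Lgals3 (0.13 and 0.16). Ahr was lower there (-0.43 and -0.53), and S100a6 was at -0.12 and -0.016, the latter within counting error.

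**Figure D1:**
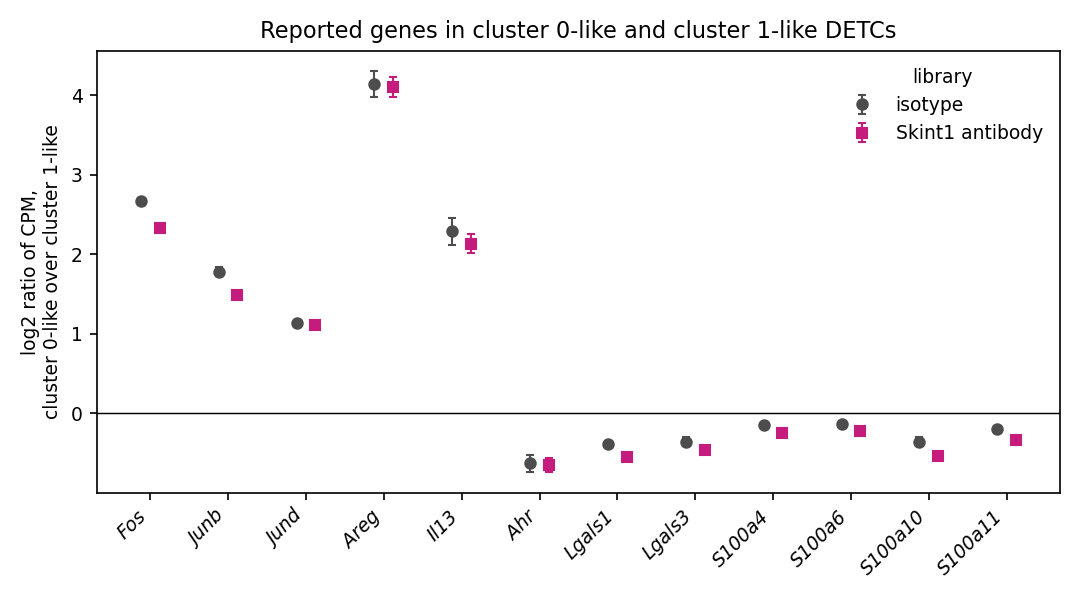
Log2 ratios of CPM in cluster 0-like over cluster 1-like DETCs for 12 genes, with circles for the isotype library, squares for the Skint1 antibody library and bars for 95% counting intervals. Ahr lies lowest, at -0.63 and -0.65. On the CPM scale drawn here the S100 genes lie below 0, whereas S100a4 and S100a6 of the isotype library lie above 0 once the median gene is set to 0.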

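Mki67 (ENSMUSG00000031004), on chromosome 7 from 135689784 to 135716361, was at 157 CPM in cluster 2-like DETCs of the isotype library and at 4.44 CPM in all other DETCs, a log2 ratio of 5.14 (4.73 to 5.58). In the Skint1 antibody library the ratio was 4.70 (4.32 to 5.10). Top2a had ratios of 4.35 (4.06 to 4.63) and 3.79 (3.54 to 4.03). Cdk1, Ccnb2 and Birc5 were nearly confined to cluster 2-like DETCs, with ratios of 6.02 and 5.78, 6.34 and 6.38, and 6.10 and 5.90 respectively. Few UMIs lie outside the cluster for these genes, 12 in the isotype library and 8 in the Skint1 antibody library for Ccnb2, which leaves its ratio an interval of 5.46 to 7.34 and of 5.31 to 7.66. The ratio of Pcna was smaller, 1.61 (1.39 to 1.83) and 1.66 (1.47 to 1.86). Cluster 2-like was named from 12 other genes of DNA replication and cell division, so these 6 genes did not name it.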

Germane to that, cluster 2 was enriched in transcripts associated with proliferation (Fig. 3b and Extended Data Fig. 3c,d). Cluster 3, while small (Fig. 3a), was enriched in mRNAs ascribed to lymphocyte activation and costimulation, such as *Cd82*, *Ramp1* and *Tnfrsf9* (4-1BB), as well as effector molecules *Xcl1*, *Ctsw*, *Gzmc* (granzyme C) and *Il13* (Fig. 3b,c and Extended Data Fig. 3b,c,e). 

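Because no cluster 3-like cluster formed with the genes of Fig. 3h and the genes reported per cluster left out, DETCs were instead grouped by how many of 18 other genes that the paper lists for cluster 3 they carried. Each cell was thinned to 2000 UMIs at random, and cells with UMIs of at least 3 of these genes were set against the other DETCs. Xcl1 was at 1206 CPM in these cells and 184 CPM in the others in the isotype library, a log2 ratio of 2.71 (2.63 to 2.79), and at 264 and 75.2 CPM in the Skint1 antibody library, a ratio of 1.81 (1.67 to 1.95). Gzmc was at 1019 and 100.1 CPM in the isotype library, a ratio of 3.35 (3.25 to 3.45), and its ratio in the Skint1 antibody library was 3.45 (3.35 to 3.55). Tnfrsf9 (ENSMUSG00000028965), on chromosome 4 from 150914562 to 150946102, had ratios of 1.11 (0.96 to 1.26) and 0.55 (0.33 to 0.76). For Cd82 the ratios were 1.22 (0.93 to 1.51) and 0.88 (0.56 to 1.19), and for Ramp1 1.53 (1.06 to 1.98) and 0.87 (0.33 to 1.39). Smaller ratios were seen for Ctsw, 0.26 (0.20 to 0.32) and 0.10 (0.04 to 0.16), and for Il13, 0.22 (0.08 to 0.37) and 0.24 (0.11 to 0.37). The median gene at 50 CPM or more had ratios of -0.0071 and -0.0085 in this comparison.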

4-1BB is conventionally viewed as a costimulatory receptor expressed by recently activated T cells, but it is also induced by Skint1- and Btnl1-mediated selection of DETCs and gut V_γ_7^+^ IEL progenitors, respectively^15,34,35^. Indeed, flow cytometry sorting indicated that 4-1BB^hi^ DETCs expressed more *Gzmc* and *Xcl1* than 4-1BB^lo^ DETCs (Extended Data Fig. 3f). In Nur77–GFP reporter mice, which report calcium-dependent signaling following T cell activation^36^, GFP expression was significantly higher in 4-1BB^hi^ DETCs at steady state (Fig. 3d). These results suggested that cluster 3 might represent a subset of DETCs actively responding to minor skin perturbations, such as grooming or scratching, which occur episodically in mice at steady state.

Comparison of DETCs from isotype- and Skint1 antibody-treated mice indicated that cluster 3 was selectively diminished by Skint1 antibody treatment (Fig. 3e,f), which was reflected by a loss of overall *Xcl1* and *Gzmc* expression (Fig. 3g,h) and validated by qPCR of DETCs sorted from Skint1 antibody- and isotype-treated mice (Extended Data Fig. 3g). 

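DETCs with at least 3 of the 18 cluster 3-like genes after thinning were 492 of 3598 cells, or 13.7% (12.6 to 14.8), in the isotype library and 609 of 5111, or 11.9% (11.0 to 12.8), in the Skint1 antibody library. The difference was -1.76 points (-3.20 to -0.34, Newcombe's interval), with 155 and 254 cells below 2000 UMIs left out, and without doublets it was -1.26 points (-2.71 to 0.16), within counting error. Over 20 repeats of the thinning the mean shares were 13.8% and 11.8%. Without thinning, where the libraries differ in depth, the shares were 40.3% and 33.8%. The measure is broad, as 77.2% and 76.0% of the thinned cells had at least 1 of these genes. With at least 5 genes the cells were 35 (0.973%) and 26 (0.509%). The thinned count of at least 3 genes had been set in advance as an alternative and took the place of the cluster share once no cluster 3-like cluster appeared, and the other versions were chosen after seeing the data. Xcl1 (ENSMUSG00000026573), on chromosome 1 from 164931644 to 164935527, was at 319 CPM over all DETCs of the isotype library and 96.5 CPM in the Skint1 antibody library, a log2 ratio of -1.72 (-1.80 to -1.65). Among alternatives its ratio on the log2 scale moved most with at most 5% mitochondrial UMIs, to -0.95. Gzmc (ENSMUSG00000079186), on chromosome 14 from 56231441 to 56234656, was at 222 and 154 CPM, a ratio of -0.53 (-0.60 to -0.46). The direction of Gzmc depended on the mitochondrial limit, and at 5% its ratio was 0.40. The 10 DETCs with most Gzmc UMIs held 42.4% of them in the isotype library and 66.0% in the Skint1 antibody library. Within cluster 0-like DETCs the ratio of Gzmc was 0.05 (-0.04 to 0.14), within cluster 1-like DETCs it was -2.13 (-2.27 to -1.99), and within cluster 2-like DETCs, on 204 and 372 UMIs, it was 0.45 (0.20 to 0.70). These ratios rest on few cells, and without the 10 highest DETCs of each library, left out after seeing the data, the ratio over all DETCs was -1.29 (-1.40 to -1.18). The share of thinned cells with a Gzmc UMI was 7.39% (6.22 to 8.70) and 5.83% (4.93 to 6.84) in cluster 0-like, 6.54% (5.25 to 8.03) and 2.44% (1.86 to 3.14) in cluster 1-like, and 9.59% (6.03 to 14.3) and 4.56% (2.45 to 7.67) in cluster 2-like DETCs.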

Consistently, 4-1BB^hi^ DETCs were significantly reduced by Skint1 antibody treatment (Fig. 3i), and the remaining 4-1BB^hi^ DETCs expressed less Nur77–GFP (Fig. 3d). Thus, sustained activation of a small subset of DETCs (cluster 3) requires Skint1 sensing at steady state.

We also observed broader changes in gene expression in DETCs following Skint1 antibody treatment, regardless of clusters. 

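Of the 2852 genes with at least 50 CPM over DETCs, the median log2 ratio of the Skint1 antibody library over the isotype library was -0.03. Xcl1 and Ptpn6 had the lowest ratios, followed by Tnfrsf9 at -0.90 (-1.003 to -0.80), Tnfrsf13b at -0.82 (-0.95 to -0.68) and Hsph1 at -0.79 (-0.90 to -0.69). The highest were Tcrg-C2 at 0.54 (0.44 to 0.64), Cxcl10 at 0.50 (0.41 to 0.60), Trgv2 at 0.49 (0.39 to 0.59), Egr1 and Orm2, the last at 0.40 (0.28 to 0.52). Of the other genes that the paper's figure names, Pltp was at -0.68 (-0.79 to -0.58), Cd52 at 0.24 (0.22 to 0.27), Cd7 at 0.20 (0.19 to 0.22) and Rps21 at 0.13 (0.12 to 0.15). Each cluster was then taken on its own. Xcl1 had a ratio of -1.40 (-1.49 to -1.30) in cluster 0-like, -2.49 (-2.64 to -2.33) in cluster 1-like and -1.75 (-2.02 to -1.48) in cluster 2-like DETCs. The ratio of Ptpn6 was -1.21 (-1.36 to -1.06), -1.01 (-1.15 to -0.88) and -0.31 (-0.61 to -0.0082) in the same order. For Rps27 it was 0.20, 0.12 and 0.10, and for Rps29 0.24, 0.16 and 0.21, with every interval above 0. Egr1 was higher in cluster 0-like DETCs at 0.58 (0.52 to 0.64) and in cluster 1-like DETCs at 0.55 (0.38 to 0.72), but lower in cluster 2-like DETCs at -0.35 (-0.59 to -0.11). In the cells left out as non-DETC, the ratio was -0.058 (-0.42 to 0.30) for Ptpn6, 0.082 (0.046 to 0.12) for Rps27, 0.11 (0.07 to 0.14) for Rps29 and 0.46 (0.22 to 0.70) for Egr1. The last depended on keratinocyte-like cells, of which the Skint1 antibody library has more, and without them it was -0.12 (-0.39 to 0.15), a test chosen after seeing the data. Hspa1a was lower both in DETCs, at -0.57 (-0.60 to -0.55), and in non-DETC cells together, at -0.46 (-0.58 to -0.35), but not in NK and innate lymphoid-like cells, at 0.065 (-0.12 to 0.25), and Hspa1b, which differs little from it in sequence, had a ratio of -0.56 (-0.58 to -0.53) in DETCs.

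**Figure D2:**
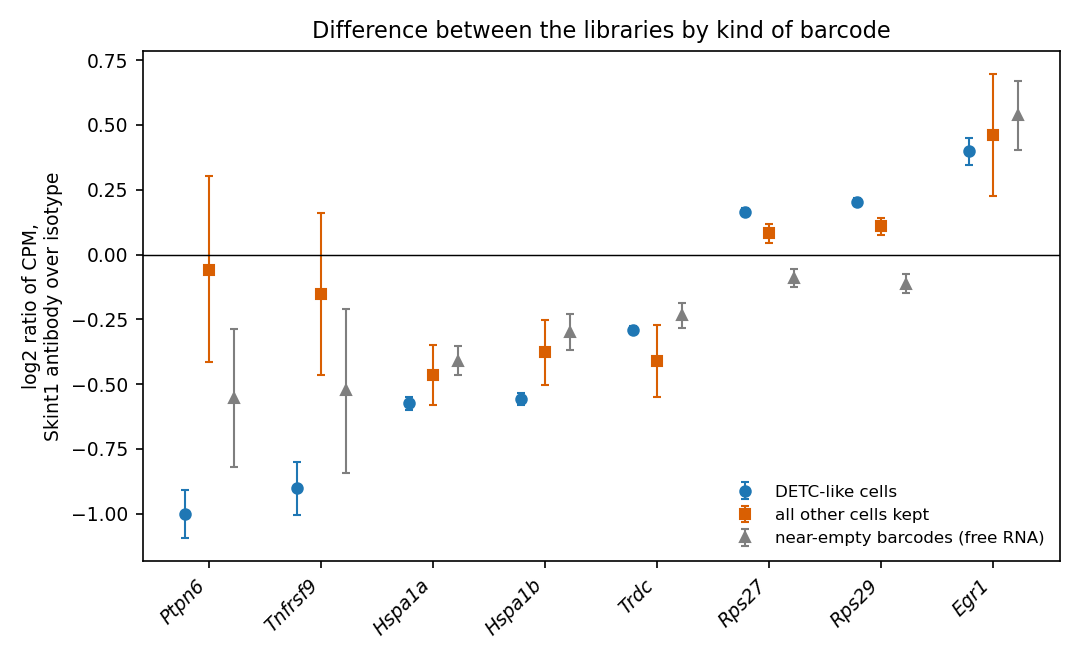
Log2 ratios of CPM in the Skint1 antibody library over the isotype library for 8 genes, with points for DETC-like cells, all other cells kept and near-empty barcodes, which hold free RNA, and bars for 95% counting intervals. Hspa1a lies at -0.57 in DETC-like cells and -0.46 in the other cells pooled, although their kinds differ. Ptpn6 lies near 0 in the other cells alone, at -0.058.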

*Ptpn6* (SHP-1 phosphatase) and overall *Xcl1* expression decreased, and *Rps27*, *Rps29* and *Egr1* expression increased following Skint1 antibody treatment (Fig. 3h and Extended Data Fig. 3h), as validated by qPCR (Extended Data Fig. 3g). This indicated that the intrinsic activation state of most DETCs depended on sustained Skint1-dependent DETC–KC interactions. 

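Ptpn6 (ENSMUSG00000004266), on chromosome 6 from 124720707 to 124738714, was at 157 CPM over all DETCs of the isotype library and 78.2 CPM in the Skint1 antibody library, a log2 ratio of -1.001 (-1.09 to -0.91). Rps27 (ENSMUSG00000090733), on chromosome 3 from 90212522 to 90213651, was at 3762 and 4211 CPM, a ratio of 0.16 (0.15 to 0.18). A retrotransposed copy, Rps27rt, with which Rps27 can share reads, had a ratio of 0.12 (0.06 to 0.18). Rps29 (ENSMUSG00000034892), on chromosome 12 from 69157722 to 69159186, was at 3591 and 4135 CPM, a ratio of 0.20 (0.19 to 0.22). Egr1 (ENSMUSG00000038418), on chromosome 18 from 34859823 to 34864984, was at 306 and 404 CPM, a ratio of 0.40 (0.35 to 0.45). From the changes in these genes across DETCs, the paper concludes that the intrinsic activation state of most DETCs depended on continued interaction with keratinocytes through Skint1.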

Peripheral Skint1-dependent regulation of *Ptpn6* expression in most DETCs (Extended Data Fig. 3i) was reminiscent of the upregulation of *Ptpn6* during Skint1-dependent DETC precursor selection (Supplementary Table 1). Similarly, Skint1 antibody treatment moderately reduced DETC expression of CD122 and CD45RB proteins (Extended Data Fig. 3j), which are also upregulated during BTNL-dependent IEL selection^15,16^. 

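At least 1 UMI of Ptpn6 was found in 23.8% (22.4 to 25.2) of thinned DETCs in the isotype library and in 12.8% (11.9 to 13.8) in the Skint1 antibody library, a difference of -11.0 points (-12.7 to -9.32). Unthinned, the shares were 37.9% and 21.7%. By cluster, the thinned share was 20.3% and 9.61% in cluster 0-like, 27.5% and 14.2% in cluster 1-like, and 19.6% (14.6 to 25.5) and 18.9% (14.6 to 24.0) in cluster 2-like DETCs, where no difference was detectable. In NK and innate lymphoid-like cells it was 7.24% (4.195 to 11.5) and 7.62% (4.94 to 11.1), although their median depth of 5066 and 4581 UMIs before thinning was above the 4071 and 3627 UMIs of DETCs. Free RNA, estimated from keratin UMIs as 1.76% and 1.75% of the UMIs of DETCs, would give 0.303% and 0.206% of cells a Ptpn6 UMI. A cell without a UMI at this depth can still hold the transcript, so the shares do not count the cells that express Ptpn6.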

Skint1 antibody-treated wild-type DETCs resembled non-V_γ_5V_δ_1^+^ DETCs in FVB.Tac mice regarding CD45RB expression (Extended Data Fig. 3k). 

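The signature of thymic Skint1 selection was taken as the 146 genes that the source data of Fig. 3j list, out of the 200 genes that the paper gives for it. The list holds every gene that the paper's own analysis matched, not its leading genes alone. In DETCs the median log2 ratio of the Skint1 antibody library over the isotype library across these genes was -0.06 (-0.07 to -0.04, from 2000 Poisson draws), with 96 genes lower and 50 higher. This median lay at percentile 0.02 of 10000 random lists matched on expression, which ranged from -0.04 to 0.0016 over their central 95%. Xcl1 and Ptpn6 are on the list, and 6 genes had a ratio below -0.5. Heat shock genes are on the list as well, for which different handling of the libraries stays open. Their ratios include -0.57 for Hspa1a, -0.56 for Hspa1b, -0.33 for Hspd1, -0.23 for Dnajb1 and -0.20 for Hspa8. Without the 5 lowest genes the median was -0.06. A median of 146 genes can move little when so few are dropped, and Hspd1, Dnajb1 and Hspa8 stayed in. That step therefore does not settle the part of the heat shock genes. On the scale of the paper's fold changes, on which a pseudocount shrinks the ratios of genes at low levels, the median was -0.011, like that of all genes at 50 CPM or more on the same scale (-0.011). Random lists matched on expression, drawn on that scale after the data were seen, ranged from -0.0085 to 0.0002 over their central 95%, and the median lay at percentile 0.23 of them.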

GSEA indicated that the collective gene signature of thymic Skint1-driven DETC progenitor selection^35^ was downregulated in mature DETC by Skint1 antibody treatment (Fig. 3j and Supplementary Table 1). 4-1BB^hi^ DETC frequency and CD122 expression were unaltered in huLangerin-DTA mice (Extended Data Fig. 3l), suggesting that Skint1 regulation of DETCs was direct and LC independent. Thus, steady-state epidermal Skint1 promoted immunosurveillance by maintaining the predetermined effector phenotype in most DETCs and by underpinning the activation of a small subset of DETCs.

### Skint1 sensing drives DETC responses to UVR

To further address the contribution of Skint1 to immunosurveillance, we irradiated the ears of C57BL/6 mice with UVR to induce DNA damage. Within 1 d, many KCs exhibited signs of DNA damage and repair, as measured by γH2A.X foci (Fig. 4a). Simultaneously, DETCs became rounded (Fig. 4a), consistent with reports of their response to diverse skin perturbations, including UVR^37–39^. We also observed a substantial diminution in juxtaepithelial TCR focusing (Fig. 4a) and *Skint1* and *Skint2* downregulation in KCs relative to unchallenged mice (Extended Data Fig. 4a). Concurrently, LCs and DETCs displayed upregulation of surface activation markers (Extended Data Fig. 4b,c).

**Fig. 4:**
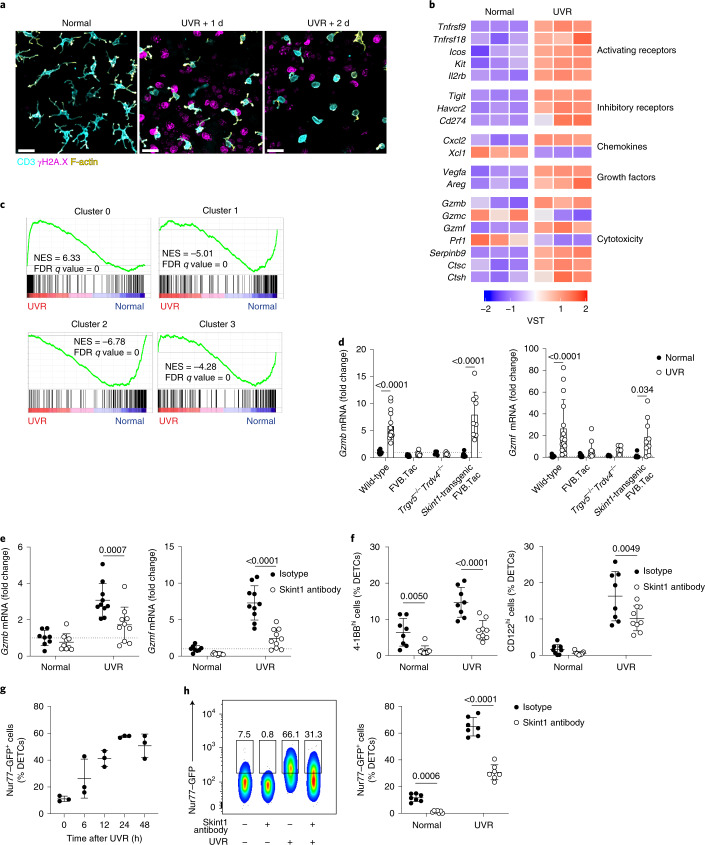
DETC sensing of genotoxic epithelial stress requires acute exposure to Skint1. **a**, Confocal imaging of CD3^+^ DETCs (cyan), F-actin within a CD3^+^ mask (yellow) and γH2A.X^+^ nuclei (magenta) following UVR of ear skin of wild-type C57BL/6 mice. Data are representative of *n* = 5 per time point; scale bar, 20 μm. **b**, Scaled gene expression from RNA sequencing of DETCs isolated from ear skin 24 h after UVR of wild-type C57BL/6 mice (*n* = 3 per group); VST, variance-stabilizing transformation. **c**, GSEA of UVR-induced gene expression changes in DETCs using signatures of steady-state DETC clusters from Fig. 3. **d**, qPCR for DETC gene expression in the epidermis of FVB wild-type (*n* = 15), Tac (*n* = 9), *Trgv5*^–/–^*Trdv4*^–/–^ (*n* = 5) and *Skint1*-transgenic FVB.Tac (*n* = 9) mice 24 h after UVR. **e**, qPCR for effector genes in DETCs sorted at day 1 after UVR from wild-type C57BL/6 mice pretreated with i.d. injection of Skint1 antibody or isotype control (isotype control normal, *n* = 8; Skint1 antibody normal, *n* = 9; isotype control/Skint1 antibody UVR, *n* = 10 per group). **f**, Flow cytometry of 4-1BB and CD122 expression in DETCs from wild-type C57BL/6 mice treated as in **e** (*n* = 8 isotype control; *n* = 9 Skint1 antibody). **g**, Flow cytometry of GFP expression in DETCs following UVR of Nur77–GFP reporter mice (*n* = 3 per time point). **h**, Flow cytometry of GFP expression in DETCs from Nur77–GFP reporter mice treated as in **e** (*n* = 7 per group). Data are pooled data from two (**e** and **f**) or three (**d**) independent experiments or are representative of two (**a**) or three (**h**) independent experiments. A paired (**d**, **f** and **h**) or ordinary (**e**) two-way ANOVA with Sidak’s multiple comparisons test was performed. Error bars represent mean ± s.d. Source data

RNA-sequencing analysis of flow cytometry-sorted DETCs 24 h after UVR revealed rapid and pleiotropic changes in gene expression compared to non-irradiated controls (Fig. 4b). This included further upregulation of *Tnfrsf9* (4-1BB) and *Il2rb* (CD122), upregulation of *Icos* and *Kit* (c-Kit), which encode activating/renewal receptors, and upregulation of inhibitory receptors *Tigit*, *Havcr2* (TIM-3) and *Cd274* (PD-L1) (Fig. 4b). Moreover, UVR resulted in upregulation of many genes encoding potential effector molecules, including *Cxcl2*, *Vegfa*, *Gzmb*, *Gzmf, Ctsc* and *Ctsh* (Fig. 4b). GSEA revealed an enrichment in a cluster 0 signature in DETCs following UVR (Fig. 4c), indicating that DETCs further upregulate cluster 0-defining genes following UVR activation and/or that DETCs in other clusters assume a cluster 0 phenotype. Notably, DETCs from irradiated FVB.Tac and *Trgv5*^–/–^*Trdv4*^–/–^ mice did not display upregulation of *Gzmb*, *Gzmf* or CD69 compared with wild-type FVB and *Skint1*-transgenic FVB.Tac mice (Fig. 4d and Extended Data Fig. 4d), strongly suggesting that the canonical V_γ_5V_δ_1 TCR was essential for UVR responsiveness.

To test whether Skint1-dependent TCR–KC interactions established and/or maintained the preparedness of DETCs to respond to UVR, Skint1 antibody was injected i.d. into wild-type C57BL/6 mice 1 d before UVR, and DETCs were sorted and analyzed by qPCR 24 h after UVR. The UVR-induced upregulation of *Gzmb*, *Gzmf* and *Cxcl2* was significantly reduced in the Skint1 antibody-treated mice, while UVR-induced inhibitory receptor genes, such as *Havcr2* and *Tigit*, remained unaffected, and *Il13* was atypically upregulated compared to isotype-treated mice (Fig. 4e and Extended Data Fig. 4e). In addition, the UVR-induced increase in 4-1BB and CD122 expression was significantly inhibited by prior Skint1 antibody administration (Fig. 4f), while LC activation was unperturbed (Extended Data Fig. 4f). In Nur77–GFP reporter mice, DETCs displayed a basal level of GFP, which increased incrementally following UVR (Fig. 4g). Skint1 antibody treatment not only diminished the basal Nur77–GFP signal in DETCs but substantially suppressed the UVR-induced increase in Nur77–GFP expression (Fig. 4h). These observations were reproduced ex vivo in an explant model, in which DETCs in Nur77–GFP ear sheets preincubated with Skint1 antibody showed impaired upregulation of Nur77–GFP expression following in vitro exposure to UVR relative to isotype control (Extended Data Fig. 4g), indicating that Skint1 antibody acted locally. Pretreatment of ex vivo ear sheets with the Src-family kinase inhibitor PP2 produced a similar outcome (Extended Data Fig. 4h). Collectively, these observations indicate that Skint1-dependent interactions licensed DETC stress responsiveness and effector functions.

### Skint1 licenses DETC responsiveness to UVR via TNF receptors

TCR signaling amplification is a defining property of costimulatory molecules, including those of the TNF receptor superfamily. To investigate whether steady-state Skint1-dependent interactions licensed DETCs to respond rapidly through co-receptors such as 4-1BB, we performed i.d. injections of an agonistic 4-1BB antibody or isotype control in the ears of Nur77–GFP mice. Akin to UVR, 4-1BB antibody drove a coordinated upregulation of CD69 and Nur77–GFP by a subset of DETCs relative to isotype control (Fig. 5a). This effect was likely direct, as epidermal 4-1BB expression was exclusive to DETCs (Extended Data Fig. 5a,b); however, i.d. injection with Skint1 antibody 24 h before 4-1BB stimulation ablated CD69 and Nur77–GFP upregulation in DETCs (Fig. 5a). Additionally, 4-1BB antibody injection induced expression of DETC effector genes related to cluster 3 (*Xcl1* and *Gzmc*) and UVR responses (*Gzmb* and *Gzmf*), which was similarly inhibited by prior Skint1 antibody treatment (Fig. 5b). These observations indicated that steady-state TCR–Skint1 interactions with KCs licensed DETCs to respond to 4-1BB, inducing qualitative changes that partially phenocopied the UVR response.

**Fig. 5:**
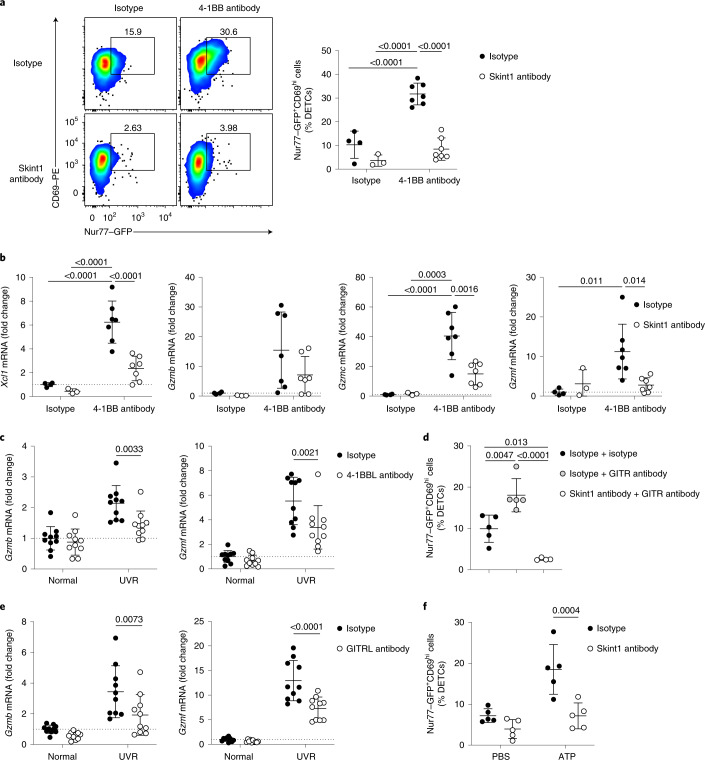
DETC stress surveillance via TNF superfamily receptors is licensed by Skint1. **a**,**b**, Flow cytometry (**a**) of DETC CD69 and GFP expression and qPCR (**b**) for DETC gene expression in the epidermis from Nur77–GFP reporter mice administered agonistic 4-1BB antibody or isotype control 24 h following Skint1 antibody or isotype control administration by i.d. injection and analyzed 6 h later (*n* = 4 isotype/isotype; *n* = 3 Skint1 antibody/isotype; *n* = 7 isotype/4-1BB antibody; *n* = 7 Skint1 antibody/4-1BB antibody). **c**, qPCR for DETC gene expression in the epidermis at 24 h after UVR from wild-type C57BL/6 mice pretreated with 4-1BBL antibody or isotype control by i.d. injection (*n* = 10 per group). **d**, Flow cytometry of GFP and CD69 expression in DETCs from Nur77–GFP mice administered agonistic glucocorticoid-induced TNF receptor-related protein (GITR) antibody or isotype control 24 h after i.d. injection with Skint1 antibody or isotype control and analyzed 6 h later (*n* = 5 isotype/isotype; *n* = 5 isotype/GITR antibody; *n* = 4 Skint1 antibody/GITR antibody). **e**, qPCR of DETC gene expression in the epidermis at 24 h after UVR from wild-type C57BL/6 mice pretreated with GITRL antibody or isotype control by i.d. injection (*n* = 10 per group). **f**, Flow cytometry of GFP and CD69 expression in DETCs from Nur77–GFP mice administered ATP or PBS 24 h after i.d. injection with Skint1 antibody or isotype control and analyzed 9 h later (*n* = 5 per group). Data are pooled from two independent experiments (**a**–**f**). An ordinary (**a** and **b**) or paired (**c**, **e** and **f**) two-way ANOVA with Sidak’s multiple comparisons test was performed or an ordinary one-way ANOVA with Tukey’s multiple comparisons test (**d**). Error bars represent mean ± s.d. Source data

Therefore, to test whether 4-1BB was an obligate contributor to UVR responses, we performed an i.d. injection of an antibody that blocks 4-1BB ligand (4-1BBL) binding to 4-1BB into the ears of wild-type C57BL/6 mice before UVR treatment. This antibody partially, but significantly, blocked the UVR-induced increase in epidermal expression of *Gzmb* and *Gzmf* relative to isotype control (Fig. 5c). Consistent with this, UVR-induced upregulation of *Gzmb* and *Gzmf* was also inhibited in 4-1BBL-deficient *Tnfsf9*^–/–^ mice relative to wild-type controls (Extended Data Fig. 5c).

Similar to 4-1BB, expression of *Tnfrsf18* (which encodes GITR) was also induced by Skint1 during thymic DETC progenitor selection (Supplementary Table 2). 

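Tnfrsf18 (ENSMUSG00000041954) lies on chromosome 4 from 156026164 to 156028895. With cells thinned to 2000 UMIs, 26.7% (25.3 to 28.2) of DETCs in the isotype library and 28.2% (27.0 to 29.5) in the Skint1 antibody library had at least 1 UMI of it, a difference of 1.52 points (-0.385 to 3.42) that was within counting error. Unthinned, the shares were 44.6% and 42.9%. The thinned share was 32.8% in cluster 0-like DETCs of either library, 22.3% and 23.3% in cluster 1-like, and 30.1% and 26.3% in cluster 2-like DETCs. NK and innate lymphoid-like cells had shares of 35.7% and 37.1%, and among keratinocyte-like cells 1 of 9 and 3 of 25 had a UMI. Free RNA would give 0.527% and 0.514% of DETCs a UMI. In DETCs with at least 3 of the 18 cluster 3-like genes, Tnfrsf18 was at 199 and 198.6 CPM, against 174 and 168 CPM in the other DETCs, log2 ratios of 0.20 (0.04 to 0.35) and 0.24 (0.10 to 0.38). In the cluster 3-like cluster built with every variable gene, the ratio over other DETCs was -0.43 (-0.90 to 0.0076) in the isotype library and -0.74 (-1.42 to -0.14) in the Skint1 antibody library.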

Unlike 4-1BB, *Tnfrsf18* was not enriched in cluster 3 but was expressed by most DETCs (Extended Data Fig. 5d). Additionally, GITR mRNA and protein were expressed by KCs and a small fraction of LCs (Extended Data Fig. 5a,b). Regardless, i.d. injection of an agonistic GITR antibody also upregulated Nur77–GFP and CD69 expression by DETCs, which was almost entirely Skint1 dependent (Fig. 5d). Furthermore, antagonist antibodies that blocked GITR ligand (GITRL) interactions with GITR partially but significantly inhibited the UVR-induced upregulation of epidermal *Gzmb* and *Gzmf* (Fig. 5e). Thus, signaling through TNF receptors was one non-redundant component of the rapid DETC response to skin irradiation and was dependent on prior licensing by Skint1–TCR interactions.

Next, we asked whether other conduits of innate T cell activation required licensing via Skint1–TCR interactions. Extracellular ATP is an alarmin implicated in DETC responses to UVR together with interleukin-1 (IL-1)^37^. Administration (i.d.) of ATP alone induced Nur77–GFP upregulation in DETCs, which was Skint1 dependent (Fig. 5f). Thus, steady-state Skint1 sensing regulated the ability of DETCs to respond to diverse stimuli.

### Skint1-licensed immunosurveillance promotes recovery from epithelial damage

To investigate the consequences of Skint1 blockade for host physiology, we performed an i.d. injection of Skint1 antibody or isotype control 24 h before and 48 h after UVR. Mutagenic cyclobutane pyrimidine dimers (CPDs) were rapidly induced by UVR in all mice but were removed less efficiently in Skint1 antibody-treated mice than in isotype control-treated mice 72 h after UVR (Fig. 6a). Likewise, higher numbers of γH2A.X foci, more ear swelling and greater epidermal thickening were detected in Skint1 antibody-treated mice (Fig. 6b–d and Extended Data Fig. 6a). Exacerbated ear swelling was similarly observed after UVR in C57BL/6 mice deficient in γδ T cells, *Skint1* and the *Skint* locus (Extended Data Fig. 6b–d), providing genetic evidence that the pathophysiologic impacts of acute Skint1 blockade reflected consequences of disrupted Skint1-dependent TCR–KC interactions. Finally, UVR-associated defects in barrier function, as measured by toluidine blue permeation^40^, were also significantly exacerbated in Skint1 antibody-treated mice (Fig. 6e).

**Fig. 6:**
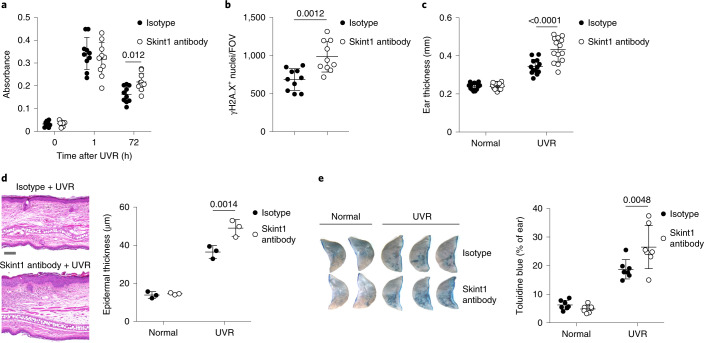
Skint1-dependent DETC responses promote epithelial recovery from DNA damage. **a**, Enzyme-linked immunosorbent assay (ELISA) for CPDs in epidermal DNA extracts from wild-type C57BL/6 mice administered Skint1 antibody or isotype control by i.d. injection 24 h before and 48 h after UVR of dorsal ear skin (*n* = 10 per group). **b**, Confocal microscopy quantification of γH2A.X nuclei in ear sheets per field of view (FOV) at day 3 after UVR in mice treated as in **a** (*n* = 10 per group; mean value reported per mouse). **c**, Total ear thickness at day 5 after UVR compared to that observed in contralateral unirradiated ears in mice treated as in **a** (isotype, *n* = 13; Skint1 antibody, *n* = 14). **d**, H&E histology of ear sections and quantification of mean epidermal thickness at day 5 after UVR compared to the non-irradiated ventral side in mice treated as in **a**; scale bar, 100 μm (*n* = 3 per group). **e**, Toluidine blue permeation of ears at day 5 after UVR in mice treated as in **a** (*n* = 7 per group). Data are pooled from two (**a**, **b** and **e**) or three (**c**) independent experiments or are representative of two independent experiments (**d**). Paired two-way ANOVA with Sidak’s multiple comparisons tests (**a** and **c**–**e**) or an unpaired two-sided *t*-test (**b**) was used to analyze the data. Error bars represent mean ± s.d. Source data

Skin is commonly exposed to non-mutagenic chemical irritants. To investigate whether Skint1 licensing applied in contexts other than DNA damage, we examined a model of irritant contact dermatitis by using a single topical dose of the hapten dinitrofluorobenzene (DNFB). DETCs upregulated *Gzmb* and *Gzmf* within 48 h after DNFB application, but this was largely inhibited by prior Skint1 antibody treatment (Fig. 7a). Similarly, Skint1 blockade suppressed the DNFB-dependent induction of Nur77–GFP in DETCs (Fig. 7b). Moreover, acute DNFB-induced dermatitis was amplified in mice treated with Skint1 antibody (Fig. 7c). Thus, Skint1 licensed prompt DETC effector responses in settings of mutagenic and non-mutagenic epidermal stress, naturally limiting inflammatory lesions and impairments in functional barrier integrity.

**Fig. 7:**
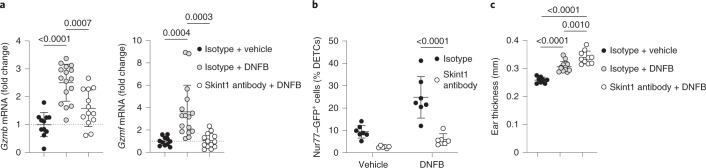
Skint1 licenses DETC responses to irritant contact dermatitis. **a**, qPCR for effector gene expression in sorted DETCs at 48 h after treatment from wild-type C57BL/6 mice administered isotype control or Skint1 antibody by i.d. injection before treatment of ear skin with 0.5% DNFB solution or vehicle (isotype/isotype, *n* = 11; isotype/DNFB, *n* = 16; Skint1 antibody/DNFB, *n* = 13). **b**, Flow cytometry of GFP expression by DETCs from Nur77–GFP reporter mice at 48 h after treatment as in **a** (isotype, *n* = 7; Skint1 antibody, *n* = 6). **c**, Total ear thickness at 48 h after treatment as in **a** (isotype/isotype, *n* = 8; isotype/DNFB, *n* = 12; Skint1 antibody/DNFB, *n* = 10). Data are pooled from two (**b** and **c**) or three (**a**) experiments. An ordinary one-way ANOVA with Tukey’s multiple comparisons test (**a** and **c**) or paired two-way ANOVA with Sidak’s multiple comparisons test (**b**) was used to analyze the data. Error bars represent mean ± s.d. Source data

## Discussion

Here we showed that steady-state V_γ_5V_δ_1^+^ TCR-mediated interactions between DETCs and KCs involve and depend on Skint1. This crosstalk did not obviously regulate the tissue residency of DETCs nor was it required for DETCs to populate the epidermis. However, it was essential for DETC function, as disruption of Skint1 sensing impeded DETC maintenance of epidermal homeostasis, interfered with steady-state immunosurveillance signatures, and compromised efficient DETC responsiveness to epithelial stresses. Indeed, TCR-dependent, Skint1-dependent interactions with KCs licensed DETCs for innate-like responsiveness through TNF receptors, which limited tissue pathology following insults that included UVR and a chemical irritant.

Because Skint1 is expressed by differentiated suprabasal epithelial cells and is stress-labile, DETC antigen receptors sense normality. This contrasts with the conventional consideration that TCRs engage products of change, such as microbial- or cancer-associated neoantigens and stress antigens upregulated by cellular dysregulation. It is possible that the DETC TCR also transduces signals from an unelucidated stress-induced ligand distinct from Skint1 (ref. ^41^). Nonetheless, stress sensing by DETCs depended largely on innate receptors 4-1BB and GITR, drawing parallels to NKG2D-driven DETC surveillance^12^. Critically, these receptors were acquired during thymic Skint1-dependent DETC progenitor selection^35^ and were sustained in the periphery by ongoing Skint1–TCR-mediated interactions. In this way, among others, steady-state TCR-mediated interactions licensed DETCs to respond rapidly to gross insults.

There are several major consequences of TCR-mediated normality sensing. First, Skint1-dependent, TCR-mediated interactions regulated barrier function and tissue homeostasis, which may occur by regulation of KC-tropic growth factor expression by DETCs. While IL-13 contributes to inflammatory pathologies^42^, steady-state IL-13 production by DETCs reportedly benefits epidermal integrity^27^. Although mice lacking V_γ_5V_δ_1^+^ DETCs do not suffer life-threatening barrier deficiencies, they do display cutaneous inflammation that could reflect compromised barrier function^4,16^, as we observed following sustained Skint1 blockade.

Second, Skint1 sustained the signature phenotype of mature DETCs, largely recapitulating its central role in DETC progenitor selection^16,17,24,35^. This suggests that while the effector potential of DETCs, including predetermined expression of TNFRs and other receptors, is programmed by thymic Skint1 selection, maintaining this profile requires continued peripheral Skint1 sensing. Cluster 3 DETCs, displaying hallmarks of recent activation in unchallenged mice, could represent Skint1-licensed natural immunosurveillance responses to spontaneous epithelial perturbations from scratching/grooming or mutagenesis. Intriguingly, DETC-derived XCL1 reportedly recruits cross-presenting dendritic cells (DCs) to the epidermis^43^. Thus, XCL1 release from cluster 3 DETCs responding to episodic, low-level KC dysregulation might, in cases of infection or genotoxicity, facilitate neoantigen uptake by DCs, thereby initiating cytotoxic CD8^+^ T cell immunosurveillance.

Third, Skint1 blockade reduced the capacity of DETCs to sense tissue perturbation through innate receptors. In the context of UVR, the prime etiologic agent of human skin cancer, we observed sustained genotoxicity and inflammatory pathology, which may in part explain the regulation of cutaneous carcinogenesis by DETCs and analogous roles fulfilled by other mouse and human γδ T cell compartments^11,44^. Additionally, normality sensing primed DETC responses to an irritant and to ATP, and it is conceivable that it might prime for wound healing and tissue regeneration. Indeed, disruption of TCR signaling in mature DETCs impaired wound healing^45^, a process reportedly modulated by Skint family members other than Skint1 and Skint2 (ref. ^46^).

Normality sensing may license invariant DETCs to respond through a panoply of innate receptors that collectively offer versatility to detect myriad manifestations of tissue perturbations with which IELs have been associated. Tissue-wide DNA damage, like that induced by UVR, resulted in overt granzyme upregulation, which may facilitate DETC killing of potentially malignant KCs^47^. Granzyme B also cleaves extracellular targets, including junctional molecules, surface receptors and extracellular matrix, whereas granzyme F is cytotoxic in vitro^48,49^. Other aspects of the DETC UVR response, including rounding up and TIM-3 upregulation, did not obviously require Skint1 licensing. Possibly, licensing regulates those traits that are inherently more dangerous if precociously expressed.

Overall, our results provide experimental evidence supporting the lymphoid stress surveillance hypothesis, according to which lymphocytes display myelomonocytic traits, such as responding rapidly through innate receptors^10^. However, the results also establish the need for prior licensing through the TCR. Whereas there is no direct DETC equivalent in humans, this concept may pertain to the selection and regulation of human intestinal innate-like V_γ_4^+^ IELs by BTNL3 and BTNL8, a bona fide TCR-V_γ_ ligand that is similarly expressed at steady state and is stress-labile^15,20^. This normality sensing mode of TCR stimulation may be linked to the unusually high TCR activation threshold acquired during Skint1 selection^50^, which could conceivably limit overt IEL activation in the absence of stress. In contrast to natural killer cells, which sense stress through missing self, DETC Skint1 sensing is a positive regulator of many components of tissue immunosurveillance, a role that may be phenocopied by BTNL sensing by murine and human gut IELs. The clinical implication of our findings is that epithelial pathologies may not always reflect failures to detect infectious, allergic or carcinogenic challenges but rather failings in the maintenance of normal homeostatic interactions before exposure to those challenges occur.

## Methods

### Mice

FVB/NJ strains (wild-type, FVB.Tac^16^, *Trgv5*^–/–^*Trdv4*^–/–^ (ref. ^12^), *Skint1*-transgenic FVB.Tac^24^, huLangerin-DTA^51^, *Tcrd*^–/–^ (ref. ^52^) and FVB.Tac.*Tcrd*^–/–^), C57BL/6J strains (wild-type, Nur77–GFP^36^, *Tcrd*^–/–^ and *Tnfsf9*^–/–^ (ref. ^53^)) and C57BL/6N strains (*Skint1*^–/–^ and *Skint* locus^–/–^)^54^ were bred and maintained under specific pathogen-free conditions in the Biological Research Facility at the Francis Crick Institute with a 12-h light/12-h dark cycle and access to food and water ad libitum at a temperature of 19–23 °C and humidity of 55 ± 10%. Procedures were performed on mice of both sexes aged 6–15 weeks (with the exception of reconstitution experiments below) and were authorized by a UK Home Office License to A.C.H. and the Animal Welfare and Ethical Review Board of The Francis Crick Institute.

### Neonatal DETC reconstitution

FVB *Tcrd*^–/–^ and FVB.Tac *Tcrd*^–/–^ pups at 1–3 d of age were transferred with a thymocyte suspension prepared from E16–E18 FVB wild-type fetuses by intraperitoneal injection. The equivalent of four to five fetal thymi were transferred into each pup. Reconstituted mice were analyzed at 8 weeks of age.

### Antibody administration

All antibodies were administered by a single i.d. injection into the ear pinna using a 30-gauge needle under inhalation anesthesia. For inhibition of Skint1 for confocal imaging, 2 μg of anti-Skint1 (clone 2G2) or rat IgG2a isotype control (BioLegend) were administered in 25 μl of PBS. For all other inhibition experiments, mice were administered 10 μg of anti-Skint1 (BioLegend), anti-4-1BBL (BioXCell), anti-GITRL (BioLegend) or rat IgG2a isotype control (BioLegend) in 10 μl of PBS. For antibody-mediated stimulation of receptors, mice were administered 2 μg of agonistic anti-4-1BB (R&D Systems) and anti-GITR (BioXCell) or respective isotype controls rat IgG2a (BioLegend) and rat IgG2b (BioXCell) in 10 μl of PBS. Anti-Skint1 hybridoma supernatant was produced by the Monoclonal Antibody Core Facility at the Helmholtz Centre Munich, and the antibody was purified by Cell Services at The Francis Crick Institute.

### TEWL measurement

Under inhalation anesthesia, TEWL of the ear pinnae was measured using a Tewameter TM300 probe (Ck Electronic) under constant temperature and humidity conditions. Values were recorded as the average of ten consecutive measurements once readings were stabilized using MPA software (Ck Electronic).

### UVR model

Under inhalation anesthesia, mice were positioned under a cardboard box, and one or both ears were exposed and fixed flat using Blu-Tac. UVB radiation (302 nm) was administered to dorsal ear skin for a dose of 45 mJ cm^–2^ (C57BL/6) or 30 mJ cm^–2^ (FVB) using an XX-15 Series UV bench lamp (UVP) mounted on a Perspex and plastic housing.

### Ex vivo ear skin culture

Ears were split and floated on complete RPMI (10% fetal calf serum, penicillin/streptomycin, 1× non-essential amino acids, 1 mM sodium pyruvate, 10 mM HEPES and 50 μM β-mercaptoethanol) containing 10 μg ml^–1^ anti-Skint1 or isotype control antibodies or 20 μM PP2 (Sigma) or DMSO vehicle alone. After 4 h of culture at 37 °C, ear skin was irradiated with 45 mJ cm^–2^ UVB as described above and returned to 37 °C for 24 h.

### ATP challenge

Mice were injected (i.d.) in the ear with 400 nmol ATP (Sigma) in 10 μl of PBS.

### Irritant contact dermatitis model

Under inhalation anesthesia, 8 μl of 0.5% DNFB (Sigma) in 4:1 acetone:olive oil vehicle was applied to the dorsal ear skin and allowed to dry.

### Flow cytometry

Epidermis was separated from dermis by floating split ear sheets on trypsin-GNK (2.5 mg ml^–1^ trypsin (Sigma-Aldrich), 7.35 mg ml^–1^ NaCl, 0.35 mg ml^–1^ KCl and 0.85 mg ml^–1^ glucose) for 1 h at 37 °C. Single-cell epidermal suspensions were prepared by subsequently digesting epidermal sheets in trypsin-GNK with 1× DNase buffer (1.21 mg ml^–1^ Tris base, 0.5 mg ml^–1^ MgCl_2_ and 73 μg ml^–1^ CaCl_2_) and 100 μg ml^–1^ DNase I (Roche) for 15 min at 37 °C with shaking at 700 r.p.m. Trypsin was neutralized with complete DMEM (Gibco), and the suspension was washed. Cells were stained with Live/Dead Fixable Near-IR dye (Molecular Probes) in PBS for 10 min at room temperature and washed in FACS buffer (PBS, 2% fetal calf serum, 2 mM EDTA and 0.04% sodium azide). Cells were blocked with mouse Fc Block (BD) and stained with combinations of the following conjugated antibodies, which are also listed in Supplementary Table 3, for 20 min at 4 °C: anti-CD3-BV510, anti-CD45-APC, anti-CD45-FITC, anti-CD45-PerCPCy5.5, anti-CD45.1-BV510, anti-CD69-PECy7, anti-CD86-APC, anti-CD86-FITC, anti-I-A/I-E-BV605, anti-TCRδ-BV421, anti-TCRδ-FITC, anti-GITR-APC (all BioLegend), anti-CD69-PE (eBioscience), anti-CD5-BV711 and anti-TCRβ-BV605 (all BD). Cells were then washed before immediate acquisition or alternatively fixed in CellFix (BD) for 10 min at 4 °C. Absolute cell counts were calculated using CountBright beads (Invitrogen). For apoptosis measurement, cells were washed in Annexin-V-binding buffer (BD) following surface staining, incubated with Annexin-V–APC (BioLegend) for 20 min at 4 °C, washed and immediately acquired. For staining of specific γδ TCRs, epidermal cells were rested overnight in complete RPMI at 37 °C before live/dead dye staining and were stained with 17D1 hybridoma supernatant^55^ at 4 °C for 20 min. Cells were then washed and stained with surface antibodies as above, including anti-V_γ_5-APC (BioLegend) and anti-rat IgM-PE (eBioscience). For analysis of other trypsin-sensitive epitopes, the epidermis was separated and digested as above but with TrypLE Express (Gibco) in place of trypsin-GNK, and the epidermis was separated for 2 h. Cells were stained as above but including combinations of the following antibodies: anti-CD122-PE, anti-4-1BB-APC and anti-4-1BB-PE (all BioLegend). Cells were acquired with an LSR II or Fortessa (BD) and analyzed with FlowJo (TreeStar). Gating strategies are detailed in Supplementary Fig. 1.

### Confocal microscopy

For analysis of DETC dendrites and V_γ_5 staining, ears were depilated with Nair and split, and the epidermis was separated by incubation in 0.5 M NH_4_SCN for 30 min at 37 °C and fixed in ice-cold acetone for 20 min at –20 °C.

For analysis of γH2A.X staining and for KC F-actin visualization in Extended Data Fig. 1, whole depilated split ear sheets were flattened in a histology cassette and fixed in neutral buffered formalin for 2 h at room temperature and permeabilized in 0.5% Triton X-100 for at least 1 h at room temperature.

All ear tissue was then washed in PBS with 1% bovine serum albumin (with 0.5% Triton X-100 for whole sheets), blocked with 5% normal goat serum for 1 h at room temperature and stained with combinations of the following antibodies and dyes (see also Supplementary Table 3) overnight at 4 °C: anti-CD3-Pacific Blue, anti-I-A/I-E-AF647, anti-V_γ_5-APC (all BioLegend), anti-V_γ_5-FITC (BD), anti-γH2A.X-FITC (Sigma-Aldrich), AF546-phalloidin or rhodamine-phalloidin (all Molecular Probes). Tissue was then washed and mounted in Vectashield Antifade mounting medium. Microscopy was performed using an LSM 710 (Zeiss; DETC dendrites) or TCS SP5 (Leica; γH2A.X) laser-scanning confocal microscope using a ×40 oil-immersion lens. All images were analyzed in Imaris (Bitplane).

For dendrite analysis, CD3^+^ cells (or V_γ_5^+^ cells in the reconstitution experiments) were identified by the surfaces tool and used to mask F-actin staining. TCR- and F-actin-rich dendrites were identified by using the spots tool to detect 3-μm-diameter volumes containing an MFI in the top 25% of their respective channels. Colocalized CD3 and F-actin spots were selected for quantification on a per cell basis.

For γH2A.X analysis, the cell function was used to identify γ-H2A.X^+^ nuclei by filtering for the top 20% of cells by quality. Nuclei were quantified per image and averaged over three images per mouse.

### iSIM

Epidermal sheets were prepared, separated and fixed in acetone as above and blocked in 5% normal goat serum for 1 h at room temperature. Sheets were stained with anti-Skint1 for 1 h at 37 °C, washed and stained with anti-rat IgG AF568 (Invitrogen), anti-CD3-FITC, anti-V_γ_5-FITC (all BD) and anti-TCRδ-AF647 (BioLegend). iSIM was performed using a VT-iSIM microscope (VisiTech International) with a ×100/1.45-NA objective. Raw images were processed with the Richardson–Lucy deconvolution algorithm and analyzed with NIS-Elements (Nikon) or Fiji (NIH) software. Skint1 staining relative to T cell bodies was quantified using Definiens Developer XD software (Definiens). Individual cells and Skint1 particles were detected using Otsu’s automatic multilevel thresholding and multiresolution segmentation algorithms. The MFI of Skint1 particles within and outside of T cell body masks was quantified.

### Histology

Whole ears were flattened in a histology cassette and fixed in neutral buffered formalin for 24 h and dehydrated in 70% ethanol for 24 h. Ears were embedded, sectioned and stained with H&E by the Experimental Histopathology Facility at The Francis Crick Institute. Sections were photographed using a SlideScanner (Zeiss) at 10× magnification. Epidermal thickness was determined as the average of 30 manual measurements using QuPath software.

### Ear swelling measurement

Total ear thickness was calculated as the average of three measurements of the ear pinna with a micrometer (Mitutoyo) after discarding the first measurement.

### Measurement of CPDs

CPDs were measured by ELISA. Epidermal sheets were separated by NH_4_SCN as above. Epidermal DNA was isolated using a DNeasy Blood and Tissue kit (Qiagen) and denatured at 100 °C for 10 min. DNA (10 ng) was dried onto protamine sulfate-coated 96-well plates (Nunc), and ELISAs were performed using anti-CPDs (Cosmo Bio), biotinylated goat anti-mouse IgG (Invitrogen), streptavidin–horseradish peroxidase (R&D) and a TMB Substrate Reagent set (BD), as per the anti-CPDs manufacturer’s protocol. Absorbance was measured using an Infinite F200 Pro spectrophotometer (Tecan).

### Toluidine blue permeability

Whole ears were dehydrated and rehydrated by sequential 2-min incubations in ice-cold 25%, 50%, 75%, 100%, 75%, 50% and 25% methanol in PBS and incubated in cold PBS for 5 min. Ears were stained in 0.1% (wt/vol) toluidine blue (Sigma-Aldrich) for 2 min and then destained in PBS for 1 min. Ears were photographed with an Stemi SV 11 stereomicroscope (Zeiss). Toluidine blue staining was quantified in Fiji by color deconvolution (H&E setting) and thresholding to measure total ear area (green channel) and toluidine blue area (indigo channel).

### qPCR

For analysis of total epidermal gene expression, epidermal sheets were separated by NH_4_SCN as above and homogenized in buffer RLT (Qiagen) using stainless steel beads (Qiagen) and a TissueLyser II (Qiagen). RNA was isolated using the RNeasy Mini kit (Qiagen) and an RNase-free DNase set (Qiagen).

For analysis of gene expression from DETCs, LCs and KCs, single-cell epidermal suspensions were prepared from ear sheets using trypsin-GNK and stained as above with Live/Dead Fixable Near-IR dye (Molecular Probes) and combinations of anti-CD3-BV510, anti-CD45-APC, anti-CD45-FITC, anti-CD45-Pacific Blue, anti-I-A/I-E-BV605, anti-I-A/I-E-FITC, anti-TCRδ-APC, anti-TCRδ-BV421 (all BioLegend) or anti-TCRδ-PerCPeFluor710 (eBioscience). CD45^+^TCRδ^+^ DETCs, CD45^+^MHCII^+^ LCs and CD45^–^ KCs were sorted directly into buffer RLT Plus (Qiagen) using an Aria Fusion (BD). RNA was isolated using an RNeasy Micro Plus kit (Qiagen).

For analysis of gene expression from 4-1BB^hi^ and 4-1BB^lo^ DETCs, mice were shaved, and epidermal suspensions from ears and trunk skin were prepared using TrypLE Express (Gibco) as described above but with a 4-h incubation to separate the epidermis. Cells were stained with Live/Dead Fixable Near-IR dye (Molecular Probes) and anti-CD45-FITC, anti-TCRδ-BV421 and anti-4-1BB-PE (all BioLegend) and sorted. RNA was isolated as described above.

cDNA was synthesized using Superscript II Reverse Transcriptase, dNTP set and Anchored Oligo(dT)20 primer (Invitrogen). qPCRs were run with PowerUp SYBR Green (Applied Biosystems) and 0.4 μM primer sets listed in Supplementary Table 5 on a ViiA 7 Real-Time PCR System (Thermo Fisher). Threshold cycle (*C*_t_) values were processed using QuantStudio software, and Δ*C*_t_ values were calculated as 2^(reference – gene)^, where the reference was *CypA* (cyclophilin).

### Single-cell RNA sequencing

Wil-type FVB mice were treated with 10 μg of anti-Skint1 or rat IgG2a isotype control by i.d. injection into the ear pinna, as described above. Seven days later, epidermal suspensions were made from ear skin and were stained as described above using Live/Dead Fixable Near-IR dye (Molecular Probes), anti-EpCAM-PE (eBioscience) and anti-CD45-APC and anti-I-A/I-E-FITC (all BioLegend), and live CD45^+^MHCII^–^EpCAM^–^ lymphocytes were sorted using an Aria Fusion (BD). Samples were prepared using the Chromium Single Cell 3′ GEM, Library and Gel Bead kit v3 (10x Genomics). Cell viability was assessed using an EVE cell counter and trypan blue viability stain. Approximately 10,000 cells were loaded into the 10x Chromium, which was operated according to manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 4000 with a read configuration recommended by 10x Genomics for the sequencing of these libraries (28-base pair (bp) read 1, 98-bp read 2, 8-bp index 1).

### Bioinformatic analysis of single-cell RNA sequencing

Data were processed using CellRanger v3.0.2 using the prebuilt mm10 index v3.0.0, and individual Seurat objects were created. All of the following functions belong to the Seurat v3.1.1 package^56^, and their parameters are mentioned only if differing from the default. The following steps were applied to the data:

1. Cells with less than 500 features, more than 2,500 features and more than 12% mitochondrial reads were excluded.
2. Feature counts were normalized per cell using the NormalizeData function.
3. The FindVariableFeatures function was used to select the 2,000 most variable genes.
4. These genes were used to identify integration anchors (FindIntegrationAnchors, dims = 1:20, anchor.features = 2050), and the two samples (isotype control and anti-Skint1) were integrated using the IntegrateData function.
5. The expression of each gene was centered using the ScaleData function parametrized with all the available features.
6. Principal component analysis was performed with the RunPCA function (npcs = 100).
7. Clustering was performed using the FindNeighbors function (dims = 1:40) and the FindClusters function (resolution = 1.18).
8. Dimension reduction was performed using RunUMAP (dims = 1:40).
9. Clusters were manually annotated using the following marker genes: *Ptprc*, *Cd3d*, *Cd3e*, *Trdc*, *Trgv5*, *Trdv4*, *Il17a*, *Scart2*, *Trac*, *Cd8a*, *Cd8b1*, *Cd4*, *Foxp3*, *Il10*, *Ncr1*, *Rora*, *Il7r*, *Csf3r*, *Cd207*, *Itgam*, *Krt5* and *Krt10*.
10. DETCs were identified by the expression of *Ptprc*, *Cd3d*, *Cd3e*, *Trdc*, *Trgv5* and *Trdv4*, and their cell IDs were extracted.

The original Seurat objects were filtered using DETC IDs to remove other cell types from the analysis. Steps 1 to 8 were reapplied to the resulting data with the following differences: FindNeighbors (dims = 1:23), FindClusters (resolution = 0.28) and RunUMAP (dims = 1:23).

Marker genes for each cluster were identified using the FindAllMarkers function (only.pos = F, logfc.threshold = 0, min.pct = 0, min.cells.feature = 0 and min.cells.group = 0 and return.thresh = 2). For each cluster, marker genes were sorted by avg_logFC (increasing order), and GSEA v3.0 (ref. ^57^) was run for the C5 v6.2 ontology gene sets with the following parameters: -nperm 1000, -scoring_scheme classic and -set_min 3 and -set_max 50000. Likewise, for each cluster, marker genes were filtered (avg_logFC>0, p_val_adj<0.05) and used to perform a gene ontology analysis using the enrichGO function of the clusterProfiler v3.12.0 package^58^ (pAdjustMethod = BH, pvalueCutoff = 0.01 and qvalueCutoff = 0.05) with the org.Mm.eg.db v3.8.2 annotation.

Differential expression analysis between the two experimental conditions was performed using the FindMarkers function of Seurat (logfc.threshold = 0, min.pct = 0, min.cells.feature = 0 and min.cells.group = 0). The resulting gene list was sorted by avg_logFC (decreasing order), and GSEA v3.0 was run for the Skint1 selection signature with the following parameters: -nperm 1000, -scoring_scheme classic, -set_min 3 and -set_max 50000. The Skint1 selection signature was generated from the top 200 genes overexpressed in E15 V_γ_5^+^ thymocytes from wild-type FVB versus Tac embryos (Supplementary Table 1), as determined by Illumina microarray analysis and described previously^35^.

Expression plots and violin plots were produced using the normalized counts.

### Bulk RNA sequencing

Wild-type C57BL/6 mice were irradiated with 45 mJ cm^–2^ UVB as described above or were left unchallenged. Dorsal ear skin was collected at 24 h after UVR, and single-cell suspensions were made and stained as described above with Live/Dead Fixable Near-IR dye (Molecular Probes) and anti-CD3-PerCPCy5.5, anti-CD45-APC, anti-I-A/I-E-BV605 and anti-TCRδ-BV421 (all BioLegend). Live CD45^+^CD3^+^TCRδ^+^ DETCs were sorted directly into buffer RLT Plus (Qiagen) using an Aria Fusion (BD), and RNA was isolated using an RNeasy Micro Plus kit (Qiagen). cDNA was prepared from 10 ng of input RNA using the Ovation RNA-Seq System V2 (NuGEN). Final libraries were then constructed using the Ultralow Library System V2 (NuGEN). The resulting libraries were pooled for sequencing on an Illumina HiSeq 2500 platform with single-ended 75-bp reads.

### Bioinformatic analysis of bulk RNA sequencing

Raw reads were quality and adapter trimmed using cutadapt v1.9.1 (ref. ^59^) before alignment. Reads were then aligned and quantified using RSEM v1.3.0 and STAR v2.5.2 (refs. ^60,61^) against the mouse genome GRCm38 and annotation release 86, both from Ensembl. Differential gene expression analysis was performed in R using the DESeq2 v1.24.0 package^62^. Differential genes were selected using a 0.05 false discovery rate threshold. Normalization and VST was applied on raw counts before performing principal component analysis and Euclidean distance-based clustering. For the heat maps, *Z* scores were computed on the VST of the raw counts. Heat maps were made in R using the ComplexHeatmap v2.0.0 package^63^. GSEA was run as described above using gene signatures created from the top 200 overexpressed genes in each DETC cluster from the single-cell RNA-sequencing experiment.

### Statistics

Data were analyzed in Prism 9.3.0 (GraphPad) and R v3.6.0. Statistical tests were performed as indicated in the figure legends, and *n* values are also provided. All error bars represent mean ± s.d. Unless explicitly stated in the figure legends, all dots and *n* values refer to individual mice. Mice were randomly assigned to treatment groups where applicable. No data were excluded. Data were presumed to be normally distributed, and all tests were two tailed where applicable. Statistical significance was defined as *P* < 0.05, and all significant *P* values are shown in the figures. Welch’s correction was applied to *t*-tests where variance was significantly different between sample groups as determined by an *F*-test.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-021-01124-8.

## Supplementary information

Supplementary Information Supplementary Fig. 1 and Tables 1–5.

Reporting Summary

## Data Availability

RNA-sequencing datasets generated in this paper are available under accession codes GSE160476 (single cell) and GSE160477 (bulk). Previously published datasets used in this paper are provided in the Supplementary Tables. The public gene set used in Extended Data Fig. 3e is available at GO:0050778. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

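Single-cell RNA was measured in 2 libraries of epidermal lymphocytes from FVB mice, 1 per treatment, taken 7 d after 10 μg of isotype control or Skint1 antibody. The authors made the count matrices with CellRanger 3.0.2 (10x 3' chemistry, mm10 index 3.0.0), and the deposited values are raw UMI counts per gene and barcode for every barcode, before any cell filter. This was checked on the values, which are whole numbers of at least 1.

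Barcodes with 500 to 2500 genes and at most 12% mitochondrial UMIs were kept. Libraries were integrated with Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, whereas the authors used Seurat 3.1.1. Settings were those of the paper's methods, with log-normalization, 2000 variable genes, anchors from canonical correlation over 20 dimensions and 2050 anchor features, then 40 principal components and resolution 1.18 for all cells, and 23 principal components and resolution 0.28 for DETC-like cells. Clusters were named by fixed lists of marker genes. The rule that gives a DETC cluster its name was tightened once, after a clustering of the DETC set gated on single cells had taken innate lymphoid-like cells for cluster 3. The clustering of DETCs left out the genes that Fig. 3h sets out and the genes reported per cluster, since a cluster built on genes that differ between treatments cannot be compared in size between them.

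UMIs were summed per group and library and divided by the total of the group, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Random lists were matched on expression in 20 bins. Cells were thinned to 2000 UMIs wherever shares of cells with a UMI were compared, and free RNA was estimated from 5 keratin genes in barcodes with 1 to 100 UMIs. Those barcodes held 3541793 UMIs in the isotype library and 3275946 in the Skint1 antibody library. Depth per library was 15482803 and 20205817 UMIs over DETC-like cells. With 1 library per treatment no test between treatments, no p-value and no count of changed genes is given. The Wilcoxon test over cells and the gene set enrichment test of the paper were not repeated for that reason.

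Doublets were scored with Scrublet in scanpy 1.11.5. Its own threshold marked 1 of 4709 barcodes in the isotype library and 0 of 6425 in the Skint1 antibody library, so the highest scores were marked instead at 0.8% per 1000 barcodes, which gave 177 and 330. Of these, 50 and 85 had more than 2500 genes and were left out by the main filter. The remaining 127 and 245 stayed in except under the alternative that leaves doublets out. The number of cells expected to be doublets is therefore set by that rate and not by the scores.

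The genes named in the text are every gene that the paper's text, Fig. 3 labels or legend name for the single-cell data, 6 proliferation genes, and the 5 genes with the largest log2 ratio in each direction among genes with at least 50 CPM over DETCs. One result under this rule is not reported here. Genes outside it that the text names were chosen after their values were seen. The ratio method was tested on simulated data, in which all 200 changed genes were found (100%) and 95.4% of intervals over 2852 genes held the true value. The simulated sums were Poisson draws, which is what the intervals assume. The test therefore checks the calculation and does not cover spread between cells, which can be wide, as for Gzmc. A list of 146 simulated genes with a true log2 ratio of -0.2 had a median of -0.19. The clustering, tested on simulated data of 3000 cells, gave 99.97% of cells the right name. These cells were drawn from summed profiles of real cells picked by genes that also name cluster 0-like and cluster 2-like. Cells of a group differed by sampling alone, and no cluster 3-like group was simulated. The test therefore shows that well-parted groups are recovered, not how well real cells are named.

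Alternatives changed the limits on genes and mitochondrial UMIs, the doublets, the DETC set, the genes used to cluster, the integration, the number of principal components (15 and 30), the resolution, the scaling between libraries, the depth of thinning, and the weight of cells and clusters. Flow cytometry, qPCR and bulk RNA results of the paper were not analysed here.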

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

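Alternatives were set before the data were examined, except those named here as added, which were chosen after seeing the data. The added tests are resolutions 0.8 and 1.0, the paper's recipe at resolutions 0.4 and 1.0, leaving only the reported genes out of clustering (at 0.28 and 1.0), the variants of the cluster 3-like share, leaving out 10 cells, and setting the median gene to 0 between clusters. Of these, resolutions 0.8 and 1.0 had been set in advance to look for a cluster 3-like cluster, and only their use as alternatives was added. A value counts as changed when it leaves the 95% counting interval of the reported value. No paired analysis was possible because each treatment has 1 library, and none could be left out. Unless a cause is given, the cause was not tested.

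Of 511 alternative values for 42 gene ratios in DETCs, 376 stayed within the interval, 130 moved beyond it in the same direction and 5 changed sign. Of 240 values within a cluster, 183 stayed and 57 moved. Of 504 values of cluster 0-like over cluster 1-like, 296 stayed, 206 moved and 2 changed sign. Of 154 values of a share in one library, 88 stayed and 66 moved. No scaling shifted the median of all genes between libraries by more than the 0.032 (log2) of median of ratios scaling.

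The limit of 5% mitochondrial UMIs kept 1513 isotype and 1784 Skint1 antibody cells, of which 1311 and 1612 were DETC-like, so it leaves the fewest cells of any alternative. The ratio of Gzmc changed sign to 0.40, those of Junb, Jund and Il13 to -0.0059, -0.0067 and -0.12. Xcl1 was at -0.95, Rps27 at 0.13, Rps29 at 0.18 and Egr1 at 0.31. Cluster 0-like cells were 58.4% and 52.4% (a difference of -6.00 points), cluster 1-like cells 43.5% of the Skint1 antibody library (difference 6.48), and cluster 2-like cells 4.58% and 4.09%. The share with at least 3 cluster 3-like genes differed by -3.39 points.

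With no upper limit on genes, the ratio of Xcl1 was -1.53, that of Rps27 0.18 and the signature median -0.083. Cluster 0-like cells were 52.9% of the isotype library (difference -5.42), cluster 1-like cells 43.7% of the Skint1 antibody library (difference 7.44) and cluster 2-like cells 10.9% and 8.86% (difference -2.03). With at least 1000 genes per cell, cluster 0-like cells were 55.9% of the isotype library (difference -9.39). Without doublets, cluster 0-like cells were 52.1% and 44.7% (difference -7.34) and cluster 1-like cells 41.8% and 50.0% (difference 8.21). With the DETC set from single cells, Xcl1 was at -1.64 and Gzmc at -0.28, cluster 0-like cells were 54.1% of the isotype library (difference -7.73), cluster 1-like cells differed by 8.52 points, and cluster 2-like cells were 4.76% and 4.38%.

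Scalings also moved ratios. Without ribosomal protein and mitochondrial genes in the total, Rps27 was at 0.18 and Rps29 at 0.22. With median of ratios scaling they were at 0.19 and 0.24, and the signature median was -0.031. With cells weighted equally, Gzmc was at -0.79, Ptpn6 at -1.12 and Rps27 at 0.19. With each cell thinned to 2000 UMIs, Xcl1 was at -1.80, Gzmc at -0.79, Ptpn6 at -1.13 and Rps27 at 0.18. With clusters weighted equally, Gzmc was at -0.61, Egr1 at 0.52 and Areg changed sign to 0.043. The paper's scale differs by construction, as it takes natural logs with a pseudocount. On it, Xcl1 was at -0.77, Gzmc at -0.33, Ptpn6 at -0.40, Rps27 at 0.13, Rps29 at 0.15, Egr1 at 0.24 and the signature median at -0.011. Without the 10 cells with most Gzmc UMIs in each library (added), Gzmc was at -1.29. With the median gene set to 0 between clusters (added), the cluster 0-like over cluster 1-like ratios of S100a4 and S100a6 in the isotype library changed sign to 0.017 and 0.033. That scale is shifted by construction, since the median gene lies at -0.16 in CPM.

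Cluster shares depended on the clustering. Resolution 0.2 gave 57.0% cluster 0-like cells in the isotype library (difference -9.99) and resolution 0.6 gave 57.6% (difference -10.6). At resolutions 0.8 and 1.0 (added), cluster 1-like cells were 29.2% and 28.4% of the isotype library and 29.4% and 29.2% of the Skint1 antibody library, with differences of 0.218 and 0.777 points, and cluster 2-like cells were 6.52% of the Skint1 antibody library at 0.8. With 15 principal components, 48.2% of the Skint1 antibody library was cluster 0-like and 46.1% cluster 1-like. With every variable gene in use, 50.9% of the isotype library was cluster 0-like and 40.7% cluster 1-like (difference 5.64). At resolutions 0.4 and 1.0 of that recipe (added), cluster 1-like cells were 20.4% and 21.1% of the isotype library and 25.3% and 27.6% of the Skint1 antibody library (differences 4.86 and 6.54), and cluster 3-like cells were 3.09% and 4.34% against 1.85% and 2.48%. With only the reported genes left out (added), cluster 0-like cells were 50.7% and cluster 1-like cells 43.6% of the isotype library (cluster 1-like difference 4.20), and at resolution 1.0 cluster 1-like cells were 44.8% (difference 3.50).

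With the stricter list of genes left out, 53.3% of the isotype library was cluster 0-like (difference -6.61) and 40.8% cluster 1-like (difference 7.27). Merged without integration, 52.5% was cluster 0-like (difference -4.48) and 41.4% cluster 1-like (difference 5.23). With cells thinned before clustering, 56.5% was cluster 0-like (difference -9.32), 40.6% of the isotype and 49.9% of the Skint1 antibody library was cluster 1-like, and 2.97% and 2.95% was cluster 2-like. The cluster 1-like difference was within counting error of 0 at resolutions 0.8 (-1.69 to 2.11) and 1.0 (-1.12 to 2.66), and its interval lay above 0 in every other alternative. Unnamed clusters held 16.5% of isotype and 18.5% of Skint1 antibody DETCs at 0.8, and 17.1% and 19.5% at 1.0. The cluster 0-like difference was within counting error with 15 principal components, at -0.933 points (-3.02 to 1.15). The cluster 2-like difference was beyond counting error with no upper limit on genes alone, at -2.03 points (-3.25 to -0.831). The share with at least 3 cluster 3-like genes no longer differed beyond counting error without doublets, at -1.26 points (-2.71 to 0.16).

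Shares of cells with a UMI rise with depth by construction, so their size is a matter of depth. With at least 3 cluster 3-like genes (all added), cells were 3.80% and 2.88% when thinned to 1000 UMIs and 40.3% and 33.8% unthinned (difference -6.41), and with at least 5 genes 0.973% and 0.509%. The share with Tnfrsf18 was 15.8% and 15.5% at 1000 UMIs and 44.6% and 42.9% unthinned, where the difference was -1.75 points. For Ptpn6 it was 12.6% and 6.68% at 1000 UMIs (difference -5.93) and 37.9% and 21.7% unthinned (difference -16.1). For Xcl1 it was 10.6% and 4.61% at 1000 UMIs (difference -6.03) and 19.7% and 9.77% unthinned (difference -9.95). Depth limits these shares to a comparison at equal UMIs. The 1 library per treatment limits every result here to a description of these libraries.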

Differences from the paper's values

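The paper's fold changes in Fig. 3h are natural logs of mean counts per 10000 plus 1, and the values here were put on that scale. All 306 genes then had the same sign as in the paper, with a Pearson correlation of 1.0 across genes, which are not independent replicates. Values within clusters differed for 3 results. Within cluster 0, the paper's value for Xcl1 is -0.51, against -0.70 in cluster 0-like DETCs. None of the alternatives set before the data were examined closed the gap, and they ranged from -0.74 when libraries were merged without integration to -0.34 with at most 5% mitochondrial UMIs. Within cluster 1, the paper's value for Xcl1 is -0.58, against -0.91 in cluster 1-like DETCs. None of these alternatives closed that gap either, and the nearest was -0.67 with every variable gene in use.

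Within cluster 1, the paper's value for Ptpn6 is -0.38, against -0.44 here. Among the alternatives set before the data were examined, the value fell within the counting error of the paper's with every variable gene in use (-0.40), with libraries merged without integration (-0.42), with cells thinned before clustering (-0.40), with no upper limit on genes (-0.42) and with the DETC set from single cells (-0.41). It did not with resolutions 0.2, 0.4 or 0.6, with 15 or 30 principal components, with the stricter list of genes left out, with at least 1000 genes per cell, with at most 5% mitochondrial UMIs (-0.31) or without doublets.

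The paper describes cluster 3 as one of the groups into which DETCs fall, and no cluster 3-like cluster formed here at any resolution tried up to 1.0 when the genes of Fig. 3h and the genes reported per cluster were both left out. A cluster 3-like cluster did form with every variable gene in use at resolution 0.28, an alternative set before the data were examined, and at 0.4 and 1.0 under that recipe and at 1.0 with only the reported genes left out, all chosen after seeing the values. The paper states that Tnfrsf18 was not enriched in cluster 3, whereas DETCs with at least 3 cluster 3-like genes had more of it, with log2 ratios of 0.20 and 0.24. In the cluster 3-like cluster built with every variable gene the ratios were -0.43 and -0.74. The paper also states that Tnfrsf18 was expressed by most DETCs, and 44.6% and 42.9% of unthinned DETCs had a UMI of it, a share that depth limits.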

Other observations

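The tests of Egr1, of non-DETC cells without keratinocyte-like cells, of heat shock genes in each kind of cell, of the 5 immediate early genes, of Gzmc without its highest cells and of the overlap between cluster 3 genes were chosen only after the results were seen, as were the interval for the difference and the reading of each alternative in the test of depth.

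A difference between the libraries that reaches every cell was tested for 4 genes in non-DETC cells. For Ptpn6 the log2 ratio there was -0.058 (95% interval -0.42 to 0.30), against -1.001 in DETCs, which argues against such a difference as the source of the change in Ptpn6. Keratinocyte-like cells were 10 and 28, so the ratios were also taken without them, and that of Ptpn6 was then 0.036 (-0.33 to 0.40). For Rps29 the ratio in non-DETC cells was 0.11 (0.07 to 0.14), and 0.12 (0.08 to 0.15) without keratinocyte-like cells, against 0.20 (0.19 to 0.22) in DETCs. For Rps27 it was 0.082 (0.046 to 0.12), and 0.066 (0.028 to 0.10) without keratinocyte-like cells, against 0.16 (0.15 to 0.18) in DETCs. All 4 intervals of these pooled cells lie above 0 and below those of DETCs. Rps27 was at 4793 and 5295 CPM in αβ T-like cells, but at 4986 and 5143 CPM in NK and innate lymphoid-like cells. For Rps29 the levels were 5268 and 5805 CPM, and 5866 and 6323 CPM. In near-empty barcodes both genes fell, from 4141 to 3892 CPM for Rps27 and from 3757 to 3476 CPM for Rps29. A difference that reaches every cell may account for part of the ratios, but how much stays open, because the kinds of cell do not agree. For Egr1 the ratio in non-DETC cells was 0.46 (0.22 to 0.70), but -0.12 (-0.39 to 0.15) without keratinocyte-like cells. It was -0.35 (-0.59 to -0.11) in cluster 2-like DETCs and -0.70 (-1.36 to -0.07) in dermal γδ T-like cells, which argues against a difference that reaches every cell as the source of the higher Egr1. In NK and innate lymphoid-like cells it was 0.52 (-0.05 to 1.12), so a difference that reaches some kinds of cell stays open. An effect of the Skint1 antibody on other epidermal cells stays open and was not tested.

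Heat shock genes were lower in the Skint1 antibody library, with a median log2 ratio of -0.27 over 10 genes in DETCs, all 10 of them lower. A cluster of DETCs with such genes among its leading genes held 310 isotype and 10 Skint1 antibody cells, but it was not split off at resolution 0.2, and a DETC-like cluster led by such genes in the first clustering held 343 and 194. In non-DETC cells the median was -0.31, with 8 of 10 genes lower, and -0.28 without keratinocyte-like cells. It was -0.30 in cluster 0-like, -0.31 in cluster 2-like DETCs and -0.37 in αβ T-like cells, but -0.014 in cluster 1-like DETCs and -0.06 in NK and innate lymphoid-like cells, with 6 of 10 genes lower in each. The lower level was thus not seen in all cells. Different handling of the libraries during dissociation and an effect of the treatment on stress in the epidermis cannot be told apart, because each treatment has 1 library and the kinds of cell do not agree.

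Together, 12 immediate early genes were at 16576 CPM in cluster 0-like and 3677 CPM in cluster 1-like DETCs of the isotype library. This contrast is fixed in part by the naming, as 7 of these genes helped to name cluster 0-like. The other 5 (Fos, Junb, Egr1, Ier2 and Atf3), which took no part in building or naming the clusters, were at 9530 and 1814 CPM. Non-DETC cells of that library together were at 5534 CPM, but their kinds lay apart, with αβ T-like cells at 6037 CPM (5856 to 6223) and NK and innate lymphoid-like cells at 3357 CPM (3253 to 3465), below cluster 1-like DETCs. For the 5 genes, dermal γδ T-like cells were at 7019 CPM (6658 to 7394), αβ T-like cells at 2742 CPM (2620 to 2868) and NK and innate lymphoid-like cells at 1611 CPM (1539 to 1686). None of these reached the level of cluster 0-like DETCs, and the level of NK and innate lymphoid-like cells goes against a response of all cells. Still, such a response and a state that cluster 0-like DETCs held in the skin cannot be told apart, because the kinds of cell do not agree and no level before dissociation was measured.

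Free RNA was tested as a source of the lower Xcl1. After the profile of near-empty barcodes was subtracted, the log2 ratio in DETCs was -1.73, within the counting interval of -1.80 to -1.65 around the ratio before subtraction, which argues against less free RNA in the Skint1 antibody library as the source. An effect of the treatment and a difference between the libraries in DETCs alone stay open.

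Fewer UMIs per cell in the Skint1 antibody library were tested as a source of the lower share of DETCs with at least 3 cluster 3-like genes. Unthinned, the shares differed by -6.41 points (-8.43 to -4.40). After thinning to equal depth the difference was -1.76 points (-3.20 to -0.34). Thinning lowered both shares, from 40.3% and 33.8% to 13.7% and 11.9%. A smaller gap in points therefore does not show how much of the difference went with depth. Whether depth is the whole source cannot be told apart from a smaller share at equal depth, because the thinned interval lies near 0. The interval without doublets, -1.26 points (-2.71 to 0.16), holds 0, as does the wider range from the bounds of each share, which was used at first. Other cell filters gave intervals below 0. These were -1.71 (-3.09 to -0.353) with no upper limit on genes and -1.62 (-3.06 to -0.211) with at least 1000 genes. With at most 5% mitochondrial UMIs it was -3.39 (-5.93 to -0.899), and with the DETC set from single cells -1.85 (-3.36 to -0.363). For Xcl1 thinning did not bring the ratio nearer to 0, as it was -1.80 after it.

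In the first clustering of all cells, with every variable gene in use, a DETC-like cluster led by Xcl1 and Gzmc held 58 isotype and 32 Skint1 antibody cells. The absence of such a cluster once the genes of Fig. 3h and the reported genes were left out raised the hypothesis that the cluster 3 genes are highest in different cells. Of the 3% of isotype cells with most Xcl1, Gzmc and Tnfrsf9 UMIs, 25.0% (17.2 to 34.3) were also in the 3% with most Ramp1, Cd82 and Ctsw UMIs, where chance gives 3%. Within each of the groups of genes the overlap was 32.4% and 17.6%, so the result is in line with a single group of cells and the hypothesis was not borne out. In the Skint1 antibody library the overlap was 13.1% (8.17 to 19.5).

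Gzmc UMIs came from few cells, 363 in the isotype library and 323 in the Skint1 antibody library, with up to 494 and 583 UMIs in one cell. Without the 10 highest cells of each library the log2 ratio was -1.29 (-1.40 to -1.18), which argues against a few cells with very many UMIs as the source of the lower Gzmc. The few highest cells work against the direction instead, and the sign change to 0.40 at the limit of 5% mitochondrial UMIs may depend on which cells that limit keeps, which was not tested.

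In non-DETC cells Xcl1 and Gzmc were higher in the Skint1 antibody library. Xcl1 had 156 and 471 UMIs, a log2 ratio of 1.34 (1.08 to 1.61), and Gzmc 521 and 1713 UMIs, a ratio of 1.46 (1.32 to 1.61). Most came from the unnamed cluster of 26 and 29 cells with neutrophil and myeloid markers, which held 139 and 437 UMIs of Xcl1 and 482 and 1510 of Gzmc. The highest cell there had 40 and 96 UMIs of Xcl1 and 135 and 479 of Gzmc. No explanation was tested.

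Xist was at 973 CPM in DETCs of the isotype library and 882 CPM in those of the Skint1 antibody library. Ddx3y had 1 and 0 UMIs and Kdm5d 0 and 1. Near-empty barcodes held 28 and 20 UMIs of Ddx3y and 18 and 22 of Eif2s3y. No explanation was tested.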
